# Genome response to tissue plasminogen activator in experimental ischemic stroke

**DOI:** 10.1186/1471-2164-11-254

**Published:** 2010-04-21

**Authors:** Glen C Jickling, Xinhua Zhan, Bradley P Ander, Renée J Turner, Boryana Stamova, Huichun Xu, Yingfang Tian, Dazhi Liu, Ryan R Davis, Paul A Lapchak, Frank R Sharp

## Abstract

**Background:**

Tissue plasminogen activator (tPA) is known to have functions beyond fibrinolysis in acute ischemic stroke, such as blood brain barrier disruption. To further delineate tPA functions in the blood, we examined the gene expression profiles induced by tPA in a rat model of ischemic stroke.

**Results:**

tPA differentially expressed 929 genes in the blood of rats (p ≤ 0.05, fold change ≥ |1.2|). Genes identified had functions related to modulation of immune cells. tPA gene expression was found to be dependent on the reperfusion status of cerebral vasculature. The majority of genes regulated by tPA were different from genes regulated by ischemic stroke.

**Conclusions:**

tPA modulates gene expression in the blood of rats involving immune cells in a manner that is dependent on the status of vascular reperfusion. These non-fibrinolytic activities of tPA in the blood serve to better understand tPA-related complications.

## Background

Tissue plasminogen activator (tPA) is currently the only approved medical therapy for acute ischemic stroke. Its use is limited to the first 3-4.5 hours after stroke onset due to an increased risk of complications beyond this time window such symptomatic hemorrhagic transformation (HT) [1]. Factors predisposing to tPA related HT remain to be fully defined, though several features are associated with increase HT risk including time from stroke onset, hypo-attenuation on pretreatment CT, leukoaraiosis, NIHSS on admission, diabetes, high systolic blood pressure, age, and thrombocytopenia [2,3]. tPA acts by cleaving plasminogen into the active enzyme plasmin, which degrades fibrin-based clots. The half-life of tPA's proteolytic activity on plasminogen is 3-7 minutes. In addition to tPA's fibrinolytic activity, a number of non-fibrinolytic properties have been described for tPA, some of which predispose to HT, blood brain barrier (BBB) disruption, and neuronal injury [4-7]. In this study, we sought to better define tPA's effects in acute ischemic stroke, determine if there is a blood gene expression profile that correlates with tPA administration, and determine if this blood gene expression profile differs from the profile associated with ischemic stroke.

Gene expression profiles are a useful tool to study complex diseases, including ischemic stroke, as shown in previous studies of blood gene expression in humans and animals [8-10]. The rationale for gene expression changes in the blood following ischemic stroke is largely based on the immune response to ischemic brain that is distinct from other neurological conditions [11,12]. Gene expression is also affected by medications, as observed with aspirin in ischemic stroke and corticosteroids in Duchenne muscular dystrophy [8,13].

Using a rat model of ischemic stroke, we performed gene expression analysis on whole blood samples to determine the expression profile for tPA. A difference in gene expression was observed between rats receiving tPA compared to rats not receiving tPA. Some genes expressed following administration of tPA interacted with ischemic stroke, with a different gene expression profile for tPA in rats with middle cerebral artery occlusion (MCAO) followed by reperfusion compared to rats with permanent-MCAO. Despite the interaction between tPA and ischemic stroke, the majority of the genes regulated by tPA can be distinguished from genes regulated by ischemic stroke.

## Results

There were no significant differences in physiologic parameters between animals receiving tPA compared to those not receiving tPA (data not shown). The median neurological deficit score was 3 for both reperfused-MCAO groups, with no significant difference between rats treated with or without tPA (p = 0.32). The median neurological deficit score was 3 for both permanent-MCAO groups, with no significant different between rats treated with or without tPA (p = 0.32).

### Analysis 1. tPA and Ischemic stroke

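Whole blood arrays of 42 rats, 6 in each of 7 groups, enter the first analysis: naive, anesthesia alone, tPA without MCAO, and reperfused-MCAO or permanent-MCAO with and without tPA. Values are the GC-RMA log2 signals of the authors for 31042 probe sets, with the 57 control probe sets of the array set aside. A limma model holds terms for tPA, stroke (any MCAO against none), anesthesia (every group but naive) and tPA by stroke. The paper does not state whether the tPA group without MCAO was anesthetised when tPA was given. Coding that group as not anesthetised, an alternative given at the end, calls fewer probe sets for tPA, stroke and the interaction. The tPA effect is the mean of the tPA effects without and with MCAO, and the stroke effect is the mean of the MCAO effects without and with tPA. The interaction is the difference between the 2 tPA effects. A probe set is called where it meets the p and fold thresholds the methods give for analysis 1, and counts after Benjamini-Hochberg adjustment use the adjusted p alone, without a fold threshold. A gene's log2 difference is given with its standard error or adjusted p from limma.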

Gene expression associated with tPA administration was examined in an ANOVA model including tPA, ischemic stroke, anesthesia, and the interaction between tPA and ischemic stroke. tPA, ischemic stroke, and the interaction between tPA and ischemic stroke were found to affect gene expression.

#### tPA gene expression

There were 929 gene probes differentially regulated by tPA (p ≤ 0.05, fold change ≥ |1.2|) (Additional File 1). Of these 929 gene probes, 391 were up regulated (42.1%) and 538 were down regulated (57.9%). 

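Averaged over rats without and with MCAO, genes of red cell precursors and single genes of cell division were among those that fell most with tPA. Hbe1, an embryonic globin of red cell precursors, fell by 1.59 log2 (adjusted p = 0.00395), and Plek2, which helps red cell precursors lose their nucleus, fell by 1.74 (adjusted p = 0.0125). Cdkn3, Cenpu and Cenpw, which act when cells divide, fell by 1.63, 1.65 and 1.62 (adjusted p = 0.00661, 0.0142 and 0.0123), though in the proliferation list 17 of 33 genes are negative and 16 positive. Ldhb, a lactate dehydrogenase subunit, rose by 1.90 (standard error 0.563, adjusted p = 0.045), and Agpat3, an enzyme of phospholipid synthesis, rose by 0.71 (adjusted p = 0.00963). These averages rest largely on rats without MCAO, where Hbe1 fell by 3.03, Cenpw fell by 3.34 and Ldhb rose by 3.40, against 0.22, 0.72 and 0.044 with tPA in reperfused-MCAO and -0.50, -0.51 and 0.74 in permanent-MCAO. The tPA group without MCAO also had the lowest hybridization control signal. Hdc, which makes histamine, was 0.94 higher and Mcpt8, a basophil protease, 0.85 higher, both called but not after adjustment (adjusted p = 0.107 and 0.118). In all 3711 probe sets were called, while about 1552 would meet the p threshold alone with no effect of tPA. By adjusted p alone 1352 passed, with a smallest adjusted p of 0.000449. The methods' test called 3660, and 1190 passed by its adjusted p alone. The paper states that tPA changed its listed probe sets in a model with stroke, anesthesia and the interaction of tPA with stroke, and that list was chosen on the same 42 rats.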

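In the averaged tPA effect T cell genes rose and erythroid genes fell. Of the 26 T cell genes 20 rose (median 0.41 log2, 9 after adjustment, 22 adjusted over the list alone), among them Icos, a costimulatory receptor, by 0.60 (adjusted p = 0.00954), Tcf7, a T cell transcription factor, by 0.64 (adjusted p = 0.015), and Lck, a kinase of the T cell receptor, by 0.45 (adjusted p = 0.0264). All 35 of 35 erythroid genes had negative differences (median -0.62), and 22 fell, 21 after adjustment and 27 adjusted over the list alone. Epb42, a red cell membrane protein, fell by 0.89 (adjusted p = 0.00764), Blvrb, a reductase of heme breakdown, by 0.71 (adjusted p = 0.01), and Alad, an enzyme of heme synthesis, by 1.17 (adjusted p = 0.011). In reperfused-MCAO alone the medians are 0.01 for T cell and -0.004 for erythroid genes, in permanent-MCAO 0.21 and -0.14 with 0 genes called in either list, and without MCAO 0.72 and -1.06. In the averaged effect camera called both lists (adjusted p = 3.52e-10 and 2.53e-23, or adjusted p = 0.304 and 0.107 with an estimated correlation). Fry, another list test, called both as well (adjusted p = 0.00377 and 0.00138). Among all called probe sets 2144 rose (57.8%) and 1567 fell (42.2%), and after adjustment 561 rose and 791 fell. That balance depends on the model: 272 rose and 538 fell with the 4 MCAO groups only, 94 and 756 at a fold of 1.5, and 263 and 241 with the control level as a covariate, chosen after the values were seen. Both lists move with the signal of the hybridization controls, which are added to every sample in a fixed amount. Over the 42 arrays the erythroid mean has r = 0.90 and rho = 0.82 with that signal and the T cell mean r = -0.70 and rho = -0.67. The permutation p is 1e-05, the smallest the permutations can give, for each of these but the T cell rho (permutation p = 2e-05), and the adjusted p is 1.33e-05 over 4 relations. Without the 2 farthest arrays r is 0.79 and -0.64. The tPA group without MCAO has the lowest control level, 11.2 ± 0.747 against 12.2 ± 0.221 in the anesthesia group (mean log2 ± SD, n = 6 each).

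**Figure D1:**
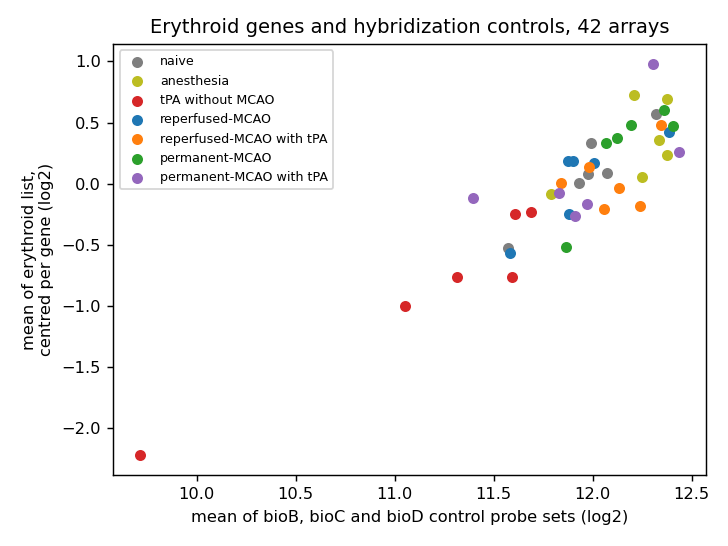
Each point is 1 of the 42 arrays, with the mean log2 signal of the hybridization controls on the horizontal axis and the mean of the erythroid list on the vertical axis, coloured by group. The arrays of tPA without MCAO lie lowest on both axes.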

Functional analysis was performed using IPA. The 929 gene probes mapped to 660 annotated genes and generated a total of 514 network eligible genes. Among the top functions were cell signaling, cellular assembly and organization, inflammatory response, and cell death. 

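Camk4, a calcium-dependent kinase of T cells, rose by 0.44 log2 with tPA (standard error 0.179, adjusted p = 0.159). Mmp9, a matrix protease of neutrophils, differed by -0.58 (standard error 0.333, adjusted p = 0.369), Tlr2, a receptor for bacterial lipoproteins, by -0.29 (standard error 0.155, adjusted p = 0.324), and Il1r2, a decoy receptor for interleukin 1, by -0.32 (standard error 0.276, adjusted p = 0.585). These 3 genes were not called. Serpinb6a, a protease inhibitor, fell by 0.82 (adjusted p = 0.122), Jag1, a Notch ligand, fell by 0.48 (adjusted p = 0.208), and Icam2, an adhesion molecule of endothelium and leukocytes, rose by 0.28 (adjusted p = 0.192). Icam2 differs by -0.34 with tPA when only the 4 MCAO groups are used. None of these genes passed adjustment.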

Genes of interest include MMP9 (-1.84 fold), TLR2 (-1.38 fold), IL1R2 (-1.63 fold) and CAMK4 (+1.35 fold) (Table 1-gene symbol abbreviations).

**Table 1:** List of gene symbol abbreviations.

**Gene Symbol**	**Entrez Gene Name**		**Gene Symbol**	**Entrez Gene Name**
		
ANXA1	annexin A1		ITGB2	integrin, beta 2 (complement component 3 receptor 3 and 4 subunit)
		
ANXA2	annexin A2		JAG1	jagged 1 (Alagille syndrome)
		
BCL6	B-cell CLL/lymphoma 6		LY96	lymphocyte antigen 96
		
CAMK4	calcium/calmodulin-dependent protein kinase IV		ORAI1	ORAI calcium release-activated calcium modulator 1
		
COL17A1	collagen, type XVII, alpha 1		PIK3CD	phosphoinositide-3-kinase, catalytic, delta polypeptide
		
CSF1	colony stimulating factor 1 (macrophage)		TIMP3	TIMP metallopeptidase inhibitor 3
		
F5	coagulation factor V (proaccelerin, labile factor)		TLR2	toll-like receptor 2
		
FCGR2B	Fc fragment of IgG, low affinity IIb, receptor (CD32)		XDH	xanthine dehydrogenase
		
FGR	Gardner-Rasheed feline sarcoma viral (v-fgr) oncogene homolog		MMP9	matrix metallopeptidase 9 (gelatinase B, 92kDa gelatinase, 92kDa type IV collagenase)
		
GZMB	granzyme B (granzyme 2, cytotoxic T-lymphocyte-associated serine esterase 1)		SELL	selectin L
		
ICAM2	intercellular adhesion molecule 2		SERPINB6	serpin peptidase inhibitor, clade B (ovalbumin), member 6
		
IL1R2	interleukin 1 receptor, type II		SLPI	secretory leukocyte peptidase inhibitor

#### tPA and Ischemic Stroke

An interaction was identified between tPA and ischemic stroke. 

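The effect of tPA on erythroid genes differed between rats with and without MCAO. All 35 of 35 erythroid genes had a positive interaction (median 1.12 log2), and 24 were called, 19 after adjustment and 25 adjusted over the list alone. Epb42 had an interaction of 1.52 (adjusted p = 0.00684), Cpox, an enzyme of heme synthesis, 1.45, and Slc4a1, the anion exchanger of red cells, 1.60 (adjusted p = 0.00727). Negative interactions were found for Slpi, a protease inhibitor of neutrophils (-1.52, adjusted p = 0.0102), Alox5, which starts leukotriene synthesis (-1.59, adjusted p = 0.0251), Fcgr2b, an inhibitory antibody receptor (-1.21, adjusted p = 0.00697), and Icam2 (-1.25, adjusted p = 0.00324). Lpal2, Mical2 and Cenpw had the largest positive values after adjustment (3.88, 3.49 and 3.45), and C10h5orf15 and Fetub the largest negative ones (-2.99 and -2.53). Camera called 9 of 23 lists: erythroid and platelet (median 0.64) up, and T cell (-0.66), neutrophil (-0.82), ribosomal protein (-0.26), B cell receptor signaling (-0.35), monocyte (-0.37), MHC class II (-0.48) and Toll-like receptor (-0.36) down. None of the 9 was called with an estimated correlation (erythroid adjusted p = 0.585). Without dim probe sets 4 of the 9 are kept and 3 others gained, 5 up and 2 down in all, and with the control level as a covariate 3 of the 9 are kept. In all 6529 probe sets were called, 2055 with a positive (31.5%) and 4474 with a negative interaction (68.5%), and by adjusted p alone 1378 positive and 1561 negative. Erythroid genes follow the signal of the hybridization controls, which is lowest in the tPA group without MCAO, the group that gives the interaction its tPA effect without stroke. The paper concludes that tPA and ischemic stroke interact, and the contrast behind its own interaction term is not given in the sources used here. The study model, chosen after the values were seen and described at the end, reaches the paper's 983 with the mean tPA effect within MCAO rats. That mean is not a difference between tPA effects, so 6529 and 983 may not count the same thing.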

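In the averaged stroke effect, platelet and cytotoxic lymphocyte genes rose and T cell genes fell. Of 27 platelet genes 23 rose (median 0.71 log2), with Clu, a chaperone of platelet granules, up by 0.93 (adjusted p = 0.000828) and F13a1, which crosslinks fibrin, up by 1.09 (adjusted p = 0.00119). Of 21 NK and cytotoxic cell genes 14 rose (median 0.57), and Gzma and Gzmb, proteases of cytotoxic granules, rose by 1.21 and 1.23 (adjusted p = 0.000214 and 0.00049). Of 26 T cell genes 19 fell (median -0.48), Camk4 by 0.88 (adjusted p = 0.00216) and Cd3d, a chain of the T cell receptor complex, by 0.66 (adjusted p = 0.00307). Timp3, an inhibitor of matrix proteases, rose by 2.04 (adjusted p = 0.00103), Vcan, a proteoglycan of monocytes, by 1.70 (adjusted p = 0.000214), and Il1b by 0.88 (adjusted p = 0.000217), while Mcpt8 fell by 1.52 (adjusted p = 0.00276). Neutrophil genes rose in 13 of 23 (median 0.55) and erythroid genes in 14 of 35 (0.34). The average includes the tPA group without MCAO, which has the low hybridization control signal and an erythroid median of -1.06 against anesthesia. No group is described as having the surgery without occlusion, so the operation and the occlusion are not separated in any stroke effect. In untreated rats against anesthesia, 4 of 27 platelet genes rose with reperfused-MCAO and 0 with permanent-MCAO (medians 0.55 and 0.30), as did 8 and 0 of 21 NK and cytotoxic cell genes (0.56 and 0.25). These counts come from 12 arrays at p at most 0.01 and the averaged ones from 42 at 0.05, so they cannot be compared. In these untreated rats 0 erythroid genes rose in either kind of MCAO, with medians of -0.18 (reperfused) and 0.004 (permanent). With reperfusion 29 of 35 erythroid genes were negative and 5 fell, and without it 17 were negative and 1 fell. Camera called the erythroid list down with reperfusion (adjusted p = 0.00369, or 0.509 with an estimated correlation). The averaged erythroid rise therefore rests on the comparison among tPA-treated rats. For T cell genes 0 fell in either kind, with medians of -0.20 and -0.12. Camera called the T cell list down in permanent-MCAO only (adjusted p = 0.00694, or 0.488 with an estimated correlation). In the averaged effect camera called 17 of 23 lists, 12 up and 5 down, and 0 with an estimated correlation (adjusted p = 0.0939 for platelet and NK, 0.109 for T cell, and 0.174 for neutrophil and erythroid genes). Fry, another list test, also called 14 of the 17. In all 4785 probe sets were called, 1869 higher (39.1%) and 2916 lower (60.9%), and 2440 after adjustment, with a smallest adjusted p of 5.52e-06. The methods' test called 4718, and 2284 after adjustment. For the interaction the methods' test called 6403, and 2923 after adjustment.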

There were 2332 gene probes regulated by ischemic stroke and 983 gene probes regulated by the interaction of ischemic stroke with tPA (p ≤ 0.05, fold change ≥ |1.2|) (Figure 1). 

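Most genes called for both tPA and stroke have opposite signs, which a shift in a single group can give. The design itself does not correlate the 2 estimates (correlation by design -2.22e-16). A shift in the tPA group without MCAO, which has the low hybridization control signal, enters the 2 effects with opposite signs, and 943 of the 1398 were also called for the interaction. The opposite signs are therefore not read as 2 separate responses. Of 1398 probe sets called in both, 811 rose with tPA and fell with stroke and 499 fell with tPA and rose with stroke, while 37 rose and 51 fell in both. Independent calls of these sizes would share 572. The 2 effects use the same rats. Residuals regrouped at random shared a median of 16 and at most 184, but they hold no group means and so are no reference for the signs. Across 31042 probe sets, which are not independent replicates, the 2 effects had r = -0.45 and a covariance of -0.0236, against a median r of -0.0051 and a covariance of -6.96e-05 in the regrouped residuals. Vcan and Mcpt8 were called in both, as were Camk4 and Hdc. In the 3-way comparison with the interaction, 455 were called for tPA and stroke only, 943 for all 3 terms, 724 for tPA alone and 2411 for stroke alone. Those called for tPA and not for stroke number 2313, and for stroke and not for tPA 3387.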

There were 130 genes regulated by ischemic stroke and tPA, 527 genes regulated by tPA and not by ischemia, and 1944 genes regulated by ischemic stroke that were not regulated by tPA (p ≤ 0.05, fold change ≥ |1.2|).

**Figure 1:**
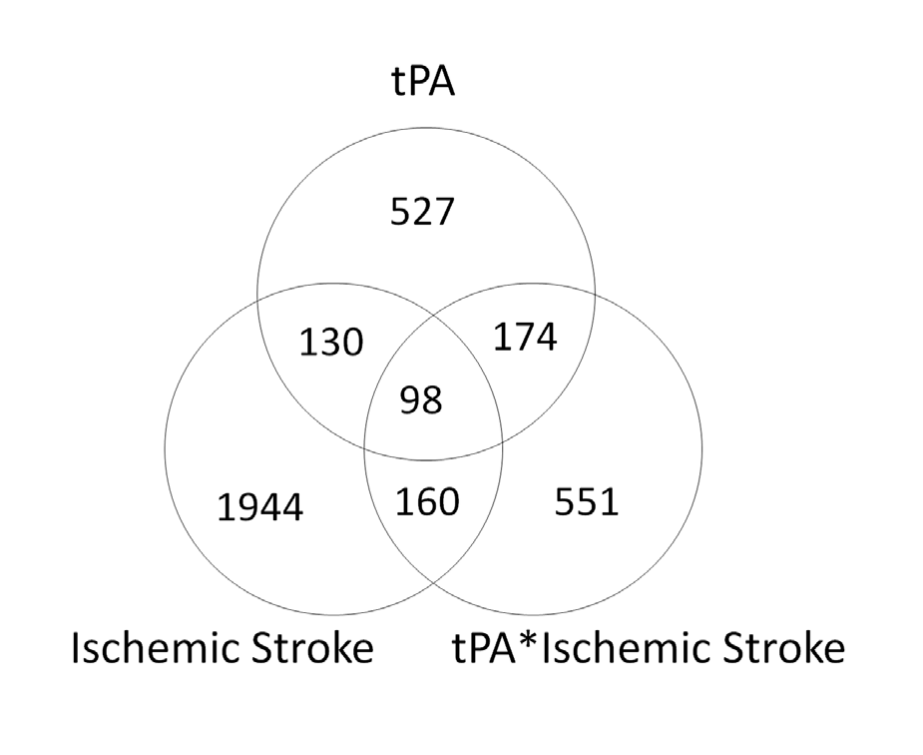
**Venn diagram of numbers of gene probes differentially regulated by tPA, ischemic stroke, and tPA-ischemic stroke interaction from the ANOVA analysis (p ≤ 0.05, fold change ≥ |1.2|)**.

### Analysis 2. tPA gene expression depends on the status of vascular reperfusion

#### tPA gene expression in rats with reperfused-MCAO

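The second analysis compares 6 rats with and 6 without tPA, once after reperfused-MCAO and once after permanent-MCAO. Each comparison is a limma fit on its 12 arrays with its own variances, and a probe set is called at the p and fold thresholds the methods give for it. Each gene's values are mean log2 ± SD over 6 rats per group. Exact p values come from all 924 ways to divide the 12 rats and are two-sided, except those for placing rats by a classifier. Gene lists were tested with camera at a preset correlation of 0.01, and adjusted p values run over 23 lists. The list genes were set from general knowledge before the values were seen. Pathway software of the authors was not used here.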

In rats with reperfused-MCAO, 533 genes probes were differentially regulated by tPA at 24 hours (p ≤ 0.01, fold change ≥ |1.2|) (Additional File 2). The 533 gene probes comprised 193 up regulated (36.2%) and 340 down regulated (63.9%) gene probes. Of these 533 gene probes, only 15 overlapped with gene probes expressed by tPA in rats with permanent-MCAO (Figure 2). 

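Pttg1 and Herc6 were higher and Car5b and Tecpr2 lower in every tPA-treated rat with reperfused-MCAO than in any untreated one. Pttg1, which holds back chromosome separation, was 12.3 ± 0.190 with tPA and 11.2 ± 0.627 without (difference 1.05, exact p = 0.00216), and Herc6, an interferon-induced ligase, 7.15 ± 0.347 and 6.15 ± 0.402 (1.00, exact p = 0.00216). Car5b, a mitochondrial carbonic anhydrase, was 4.68 ± 0.956 with tPA and 6.30 ± 0.480 without (-1.62, exact p = 0.00216), and Tecpr2, an autophagy protein, 4.02 ± 0.227 and 5.00 ± 0.383 (-0.98, exact p = 0.00216). Bcl11b, a T cell transcription factor, was 7.64 ± 0.607 and 6.47 ± 0.689 (1.17, exact p = 0.0173). In all 224 probe sets were called, 88 higher (39.3%) and 136 lower (60.7%), while about 310 would meet the p threshold alone with no effect of tPA. Quantile scaling turns the balance to 58.8% higher, and the control level as a covariate, chosen after the values were seen, to 221 higher and 218 lower. None passed adjustment: 0 of 31042 (smallest adjusted p = 0.163), with 2481 at an unadjusted p under 0.05. The methods' test called 174, and 0 after adjustment. Of the probe sets in the study's list, 171 were also called here and all had the sign of the list, which was chosen on these same 12 rats.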

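Glul, Ccdc77 and Ssna1 were called for tPA in both kinds of MCAO. Glul, which makes glutamine from glutamate, differed by 0.34 in reperfused and 0.30 in permanent MCAO, Ccdc77 by 0.51 and 1.02, and Ssna1, a centrosome protein, by -0.28 and -0.40 (log2, n = 6 rats per group). These 3 probe sets are the whole overlap, where 0.722 would be shared by chance, and 0 went in opposite directions. None of them passed adjustment in either comparison. The 2 comparisons use different rats.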

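Neutrophil and interferon genes such as Il1r2 and Herc6 are part of the study's list, on which all 12 rats divide by tPA. The probe sets called here also divide 12 of 12. When the same 12 rats are divided at random and probe sets are chosen again for each division, clustering separates the 2 sides completely in 99 of 99 divisions. With all 31042 probe sets, which no selection on tPA precedes, the 2 main branches match tPA in 10 of 12 rats, and in 7 of 12 without dim probe sets. The study's list was chosen on these same 12 rats.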

The 533 gene probes clustered according to whether tPA was administered or not (Figure 3a). Using the 533 gene probes as input to Prediction Analysis of Microarrays (PAM), 27 gene probes were found to optimally predict treatment with tPA (Additional File 3). Ten-fold leave-one-out cross-validation showed that these probes were able to correctly classify 12 of 12 rats based on treatment with tPA (Figure 3b).

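Using the study's list of 533 probe sets, nearest shrunken centroids placed 12 of 12 rats correctly. With the 27 predictors, used without shrinkage, 11 of 12 were correct, with 1 untreated rat placed as treated. The paper used shrunken centroids, so this 11 of 12 does not repeat its procedure. The 224 probe sets called here on all 12 rats also gave 12 of 12. When probe sets were chosen again without the rat to be placed, 7 of 12 were correct, and 39 of 100 divisions of the rats, the real one included, did as well or better. With 10 folds the same inputs gave 12, 11, 12 and 7.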

**Figure 2:**
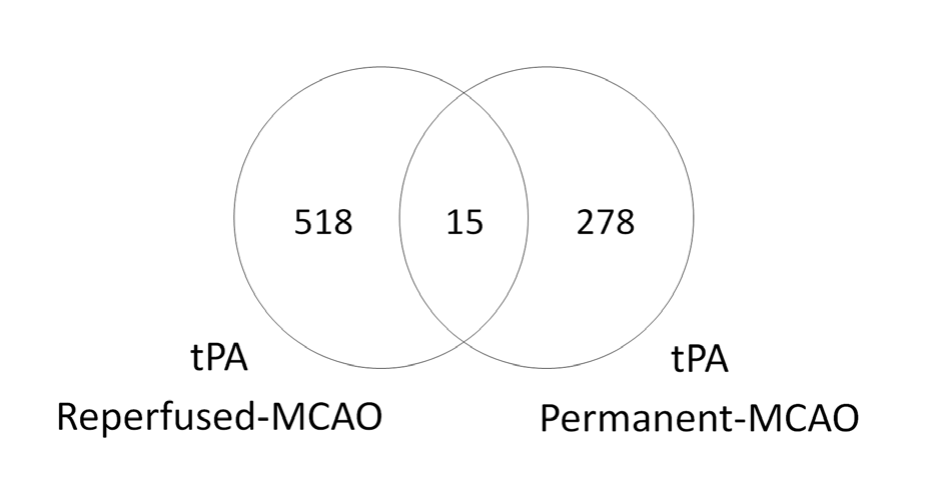
**Venn diagram of gene probes differentially regulated by tPA in rats with a 2 hour MCAO followed by 22 hours of reperfusion (Reperfused-MCAO) and rats with permanent 24 hour MCAO without reperfusion (Permanent-MCAO) (p < 0.01, fold change of ≥ |1.2|**. (MCAO = middle cerebral artery occlusion)

**Figure 3:**
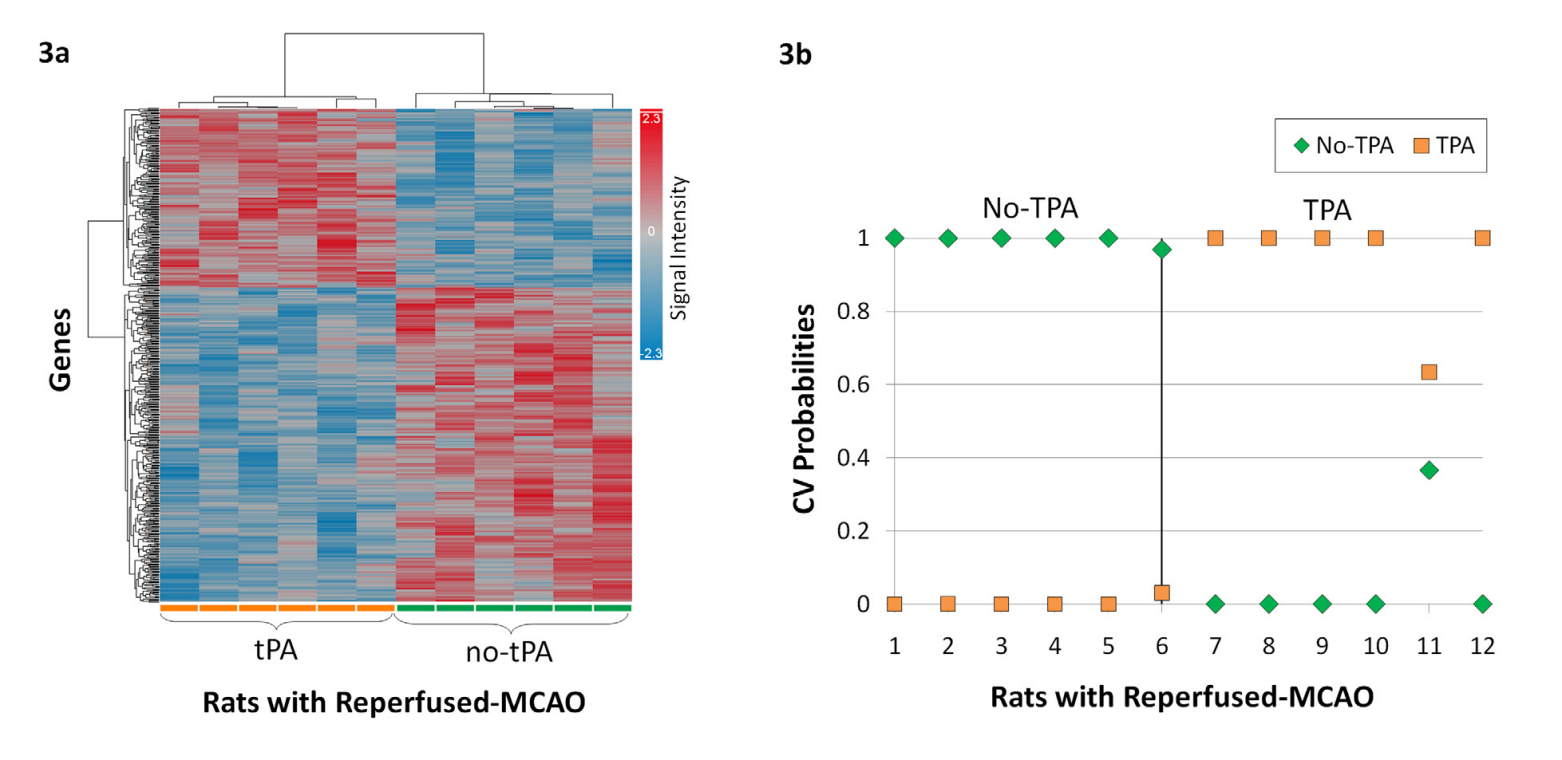
**Analysis of gene probes differentially regulated in the blood of rats with reperfused-MCAO (p ≤ 0.01, fold change ≥ |1.2|)**. (3a) Hierarchical cluster plot showing gene probes clustering by treatment with tPA. (3b) Cross-validation with Prediction Analysis of Microarrays (PAM) of gene probes differentially regulated by tPA. The 27 gene probes correctly predict treatment with tPA. (Rats not treated with tPA are shown on the x-axis by numbers 1-6, rats treated with tPA are number 7-12; y-axis represents the cross-validated probability of the predicted class)

Functional analysis was performed using IPA. The 533 gene probes mapped to 388 annotated genes and generated 316 network eligible genes. The top molecular functional pathways relate to cell-cell signaling, cellular organization and cell death (Table 2). These pathways predominantly reflect activities of immune cells and their interaction with endothelium. 

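Neutrophil genes had the strongest list result for tPA in reperfused-MCAO, with negative differences in 19 of 23 genes (median -0.39 log2). Alox5ap, which serves leukotriene synthesis, was 8.29 ± 0.761 with tPA and 9.06 ± 0.676 without (-0.77, exact p = 0.106). Platelet genes were negative in 26 of 27 (median -0.13), Toll-like receptor genes in 17 of 25 (-0.13), inflammatory genes in 23 of 32 (-0.10) and leukocyte adhesion genes in 25 of 40 (-0.09). In the adhesion list Tln1, which links integrins to actin, was 10.3 ± 0.145 and 10.6 ± 0.151 (-0.32, exact p = 0.00649) and Cxcr4, a chemokine receptor, 10.6 ± 0.162 and 11.0 ± 0.234 (-0.38, exact p = 0.013). Irs2 and Per1 of the glucocorticoid list (median -0.22) fell by 0.59 and 0.64. Camera called 9 of 23 lists, all lower: neutrophil (adjusted p = 1.9e-05), glucocorticoid (0.00134), B cell receptor signaling (0.00501), platelet (0.00585), Toll-like receptor (0.00585), hypoxia (0.00797), monocyte (0.0142), inflammatory (0.0177) and adhesion (0.0231). With an estimated correlation none was called (adjusted p = 0.433 for neutrophil and 0.315 for adhesion). Without dim probe sets 4 of the 9 are kept and 3 others gained, 1 of the 7 higher, and with quantile scaling 5 are kept and 1 gained, 1 of the 6 higher. In the neutrophil list 0 genes passed adjusted over the list alone. Interferon genes were positive in 24 of 33 without a list call (adjusted p = 0.114). The paper names 4 of the neutrophil and 5 of the adhesion genes, and with all genes it names left out 8 lists are called. The paper states that such pathways reflect immune cells and their contact with endothelium.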

Top regulated genes included MMP9 (-3.36 fold), SERPINB6 (-4.16 fold), IL1R2 (2.14 fold), TLR2 (-1.69 fold), ICAM2 (-1.33), and ANXA2 (-1.21 fold).

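Serpinb6a, an inhibitor of proteases inside cells, fell most among these genes after reperfused-MCAO, 8.36 ± 0.885 with tPA and 10.3 ± 0.686 without (-1.93, exact p = 0.00433), and 5 of 6 treated rats lay below every untreated rat. Mmp9 was 6.25 ± 1.02 and 7.87 ± 1.40 (-1.62, exact p = 0.0519), and its other probe set differed by -1.15 (exact p = 0.117). Il1r2 was 9.24 ± 0.822 and 10.4 ± 0.887 (-1.14, exact p = 0.0476), Tlr2 8.98 ± 0.452 and 9.73 ± 0.754 (-0.75, exact p = 0.0519), and Anxa2, a plasminogen and tPA receptor, 12.3 ± 0.198 and 12.6 ± 0.254 (-0.22, exact p = 0.123). Only Serpinb6a was called among these 5 genes, and the adjusted p of each is 0.542.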

**Table 2:** List of top 5 networks, canonical pathways and molecular functional pathways, for gene differentially regulated by tPA in the reperfused-MCAO group and permanent-MCAO group (p ≤ 0.01, fold change ≥ |1.2|).

**Reperfused-MCAO**					**Permanent-MCAO**	
			
	**Network**	**IPA Score**			**Network**	**IPA Score**
			
**1**	Carbohydrate Metabolism, Lipid Metabolism, Small Molecule Biochemistry	43			Gene Expression, Cell Cycle, Lipid Metabolism	41
			
**2**	Organismal Survival, Connective Tissue Development and Function, Tissue Development	43			Cellular Assembly and Organization, Cellular Function and Maintenance, Cancer	34
			
**3**	Lipid Metabolism, Molecular Transport, Small Molecule Biochemistry	39			Genetic Disorder, Metabolic Disease, Neurological Disease	25
			
**4**	Inflammatory Response, Connective Tissue Disorders, Inflammatory Disease	34			Cellular Compromise, Drug Metabolism, Endocrine System Development and Function	25
			
**5**	Cellular Compromise, Cell Morphology, Endocrine System Development and Function	22			DNA Replication, Recombination, and Repair, Cancer, Cell Cycle	22
			
			
	**Canonical Pathway**	**P-value**			**Canonical Pathway**	**P-value**
			
**1**	Nicotinate and Nicotinamide Metabolism	3.27E-04			FcgRIIB Signaling in B Lymphocytes	1.01E-02
			
**2**	Hypoxia Signaling in the Cardiovascular System	8.48E-04			p38 MAPK Signaling	1.89E-02
			
**3**	Role of NFAT in Regulation of the Immune Response	4.77E-03			Glucocorticoid Receptor Signaling	2.33E-02
			
**4**	B Cell Receptor Signaling	1.72E-02			Estrogen Receptor Signaling	3.09E-02
			
**5**	TREM1 Signaling	1.97E-02			Macropinocytosis	3.86E-02
			
			
	**Molecular Functional Pathway**	**P-value**			**Molecular Functional Pathway**	**P-value**
			
**1**	Cell-To-Cell Signaling and Interaction	7.10E-04 - 4.50E-02			Gene Expression	1.65E-04 - 1.29E-02
			
**2**	Cellular Assembly and Organization	7.10E-04 - 3.47E-02			Cell-To-Cell Signaling and Interaction	6.52E-04 - 4.37E-02
			
**3**	Cell Cycle	1.40E-03 - 3.93E-02			Cellular Movement	8.51E-04 - 4.56E-02
			
**4**	Cellular Function and Maintenance	1.97E-03 - 3.33E-02			Carbohydrate Metabolism	1.61E-03 - 3.81E-02
			
**5**	Cell death/Survival	2.09E-03 - 2.85E-02			Cellular Assembly and Organization	2.03E-03 - 4.69E-02

Key: The majority of the pathways identified reflect activities of immune cells and their interaction with endothelium. (IPA, Ingenuity Pathway Analysis; MCAO, middle cerebral artery occlusion; tPA, tissue plasminogen activator)

#### tPA gene expression in rats with permanent-MCAO

In rats with permanent-MCAO, treatment with tPA led to differential regulation of 293 gene probes at 24 hours (p ≤ 0.01, fold change ≥ |1.2|) (Figure 2) (Additional File 4). Of the 293 gene probes, 170 were up regulated (58.0%) and 123 were down regulated (42.0%). 

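Fetub and Card10 were lower and Tnfrsf21 higher in every tPA-treated rat with permanent-MCAO than in any untreated one. Fetub, a protease inhibitor of the fetuin family, was 6.50 ± 0.867 with tPA and 7.91 ± 0.391 without (exact p = 0.00216), Card10, a signaling scaffold, 5.6 ± 0.38 and 6.7 ± 0.60 (-1.08, exact p = 0.00216), and Tnfrsf21, a death receptor, 5.0 ± 0.27 and 4.1 ± 0.50 (0.93, exact p = 0.00216). Scin, which severs actin, was 5.20 ± 0.698 and 4.07 ± 0.370 (1.13) and Fgl2, a prothrombinase of activated leukocytes, 10.2 ± 0.599 and 9.31 ± 0.408 (0.89). In all 100 probe sets were called, 56 higher (56%) and 44 lower (44%), while about 310 would meet the p threshold alone with no effect of tPA. Adjustment left 0 (smallest adjusted p = 0.893), with 717 at an unadjusted p under 0.05, and the methods' test called 62, 0 after adjustment. Leaving out 1 array gives 62 to 182 called, and array weights call more than the main fit. Of the study's list 76 probe sets were also called here, and all had its sign.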

The 293 gene probes clustered by tPA administration (Figure 4a). Using the 293 gene probes as input to PAM, 62 probes were found to optimally predict treatment with tPA (Additional File 5). Ten-fold leave-one-out cross-validation showed that these gene probes were able to correctly classify 12 of 12 rats based on treatment with tPA (Figure 4b).

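With the study's list of 293 probe sets 12 of 12 rats were placed correctly. The same held for its 62 predictors, used without shrinkage, and for the 100 probe sets called here. Jag1 and Gzmb are in the study's list. When probe sets were chosen again without the rat to be placed, 2 of 12 were correct (4 with 10 folds), and 89 of 100 divisions of the rats, the real one included, did as well or better. Clustering on the study's list divides 12 of 12 by tPA, on all probe sets 7 of 12 and without dim ones 9 of 12. Divisions at random with their own chosen probe sets separate completely in 96 of 99.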

**Figure 4:**
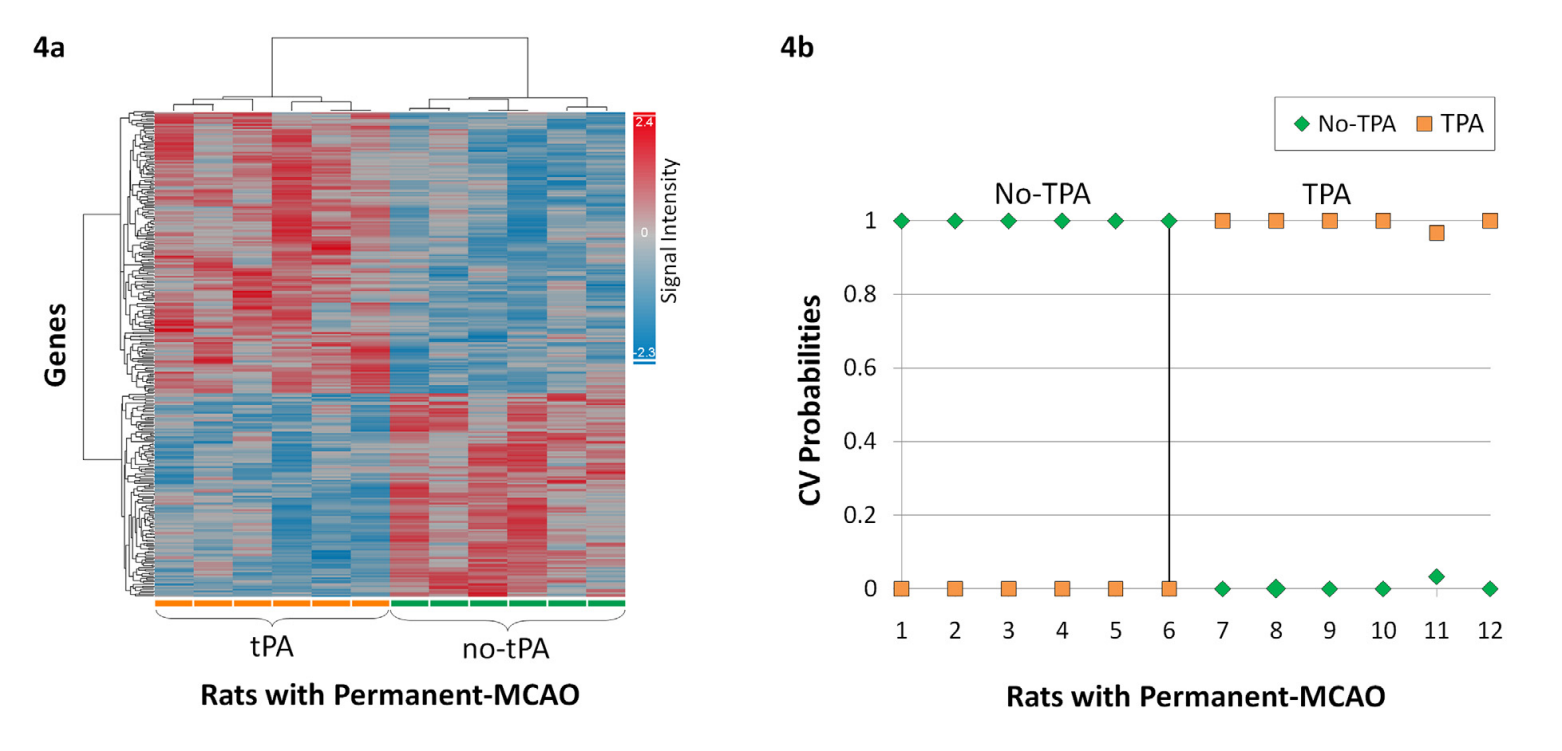
**Analysis of gene probes differentially regulated in the blood of rats with permanent-MCAO without reperfusion (p ≤ 0.01, fold change ≥ |1.2|)**. (4a) Hierarchical cluster plot showing gene probes clustering by treatment with tPA. (4b) Cross-validation with Prediction Analysis of Microarrays (PAM) of gene probes differentially regulated by tPA. The 62 gene probes correctly predict treatment with tPA. (Rats not treated with tPA are shown on the x-axis by numbers 1-6, rats treated with tPA are number 7-12; y-axis represents the cross-validated probability of the predicted class)

Functional analysis was performed using IPA. The 293 gene probes mapped to 181 annotated genes and generated 142 network eligible genes. The top molecular functional pathways were cell-to-cell signaling, cellular movement, and cellular organization (Table 2). These pathways predominantly reflect activities of immune cells and their interaction with endothelium. 

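Oxidative phosphorylation genes were lower with tPA after permanent-MCAO in 31 of 36 genes (median -0.20 log2), the only list called both ways (adjusted p = 1.77e-08, and adjusted p = 0.0141 with an estimated correlation). Cox7c, a subunit of cytochrome c oxidase, was 8.35 ± 0.116 with tPA and 8.61 ± 0.146 without (-0.26, exact p = 0.00866). Neutrophil genes were negative in 19 of 23 (median -0.35), B cell genes in 14 of 15 (-0.40), interferon genes in 22 of 33 (-0.25) and MHC class II genes in 11 of 11 (-0.25). Platelet genes were positive in 23 of 27 (0.29), NK cell genes in 17 of 21 (0.30), T cell genes in 20 of 26 (0.21) and adhesion genes in 24 of 40 (0.05). Isg15, a ubiquitin-like interferon product, was 8.97 ± 0.820 and 10.2 ± 1.29 (-1.23, exact p = 0.0801), and Gp5, a platelet glycoprotein, 7.42 ± 0.747 and 6.70 ± 0.633 (0.72, exact p = 0.106). Camera called 11 of 23 lists: besides oxidative phosphorylation, neutrophil (adjusted p = 1.46e-05), B cell (2.25e-05), platelet (7.74e-05), NK cell (0.000241), erythroid (0.00293), interferon (0.00501), MHC class II (0.00779), T cell (0.00911), adhesion (0.0137) and ribosomal protein (0.0352). With an estimated correlation those 10 were not called (adjusted p = 0.603 for neutrophil, 0.646 for T cell). In each of these lists 0 genes were called, and 0 passed adjusted over the list alone.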

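Jag1 fell in tPA-treated rats with permanent-MCAO, 4.94 ± 0.684 against 6.11 ± 0.605 (-1.17, exact p = 0.013), with 4 of 6 treated rats below every untreated one. Timp3 was 7.1 ± 1.0 and 5.9 ± 1.0 (1.16, exact p = 0.0606), and Gzmb 7.56 ± 0.582 and 6.72 ± 0.437 on 1 probe set (0.84, exact p = 0.0216) and 0.43 apart on the other (exact p = 0.225). Col17a1, a collagen of epithelial attachment, was 3.28 ± 0.295 and 2.98 ± 0.169 (0.30, exact p = 0.0455), near the background of the array, where small differences carry little information. Pik3cd, a lipid kinase of leukocytes, differed by -0.39 (4.2 ± 0.57 and 4.6 ± 0.46, exact p = 0.221) on 1 probe set and by 0.07 (exact p = 0.74) on the other. Fcgr2b was 8.42 ± 0.541 and 8.97 ± 0.311 (-0.55, exact p = 0.0649). Of these genes only Jag1 was called, and the adjusted p of each is 1.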

Top regulated genes include TIMP3 (+2.39 fold), ITGB2 (+1.21 fold), COL17A1 (+1.27 fold), GZMB (+1.74 fold), JAG1 (-2.09 fold), CSF-1 (-1.70 fold), SLP1 (-1.70 fold), FCGR2B (-1.51 fold), and PIK3CD (-1.31 fold).

## Discussion

tPA administration was associated with differential expression of 929 gene probes in the blood of rats with ischemic stroke. 

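Without any stroke, most T cell genes rose with tPA and all erythroid genes had negative differences. T cell genes rose in 19 of 26 (median 0.72 log2, 18 after adjustment, 20 adjusted over the list alone), with Cd3e, a chain of the T cell receptor complex, at 11.9 ± 0.139 with tPA and 11.0 ± 0.170 with anesthesia alone (0.89, adjusted p = 0.00246). Erythroid genes were negative in 35 of 35 (median -1.06), and 13 fell, with Car1, a red cell carbonic anhydrase, at 6.89 ± 1.39 and 9.50 ± 0.805 (-2.61, adjusted p = 0.0255). Mki67, a marker of dividing cells, fell by 2.45 (7.0 ± 0.83 and 9.4 ± 0.70, adjusted p = 0.00955), while the proliferation list was not called (adjusted p = 0.175), and Rpl3, a ribosomal protein, rose by 0.53 (adjusted p = 0.00489). Icam2 rose by 0.91 (10.3 ± 0.263 and 9.40 ± 0.321, adjusted p = 0.0103) and Fcgr2b by 0.66 (adjusted p = 0.0374). In this comparison 4267 probe sets were called, 2841 higher (66.6%) and 1426 lower (33.4%), and 3884 passed adjustment. Leaving out 1 array gives 3326 to 5181 called and 1767 to 7276 after adjustment. Naive rats as the control call fewer, as does the control level as a covariate, chosen after the values were seen. Camera called T cell (adjusted p = 4.4e-10) and ribosomal protein lists (0.00199) up and erythroid (2.37e-11) and platelet lists (0.000176) down, none with an estimated correlation (adjusted p = 0.587 each). These rats carry the low hybridization control signal with which erythroid genes move, so drug and sample processing are not separated. In the tPA effect of analysis 1 this comparison weighs as much as the MCAO rats together.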

The genes expressed by tPA differed depending on whether or not ischemic stroke was accompanied by reperfusion. 

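Actn1, which crosslinks actin at integrin attachments, was called for a different tPA effect with and without reperfusion, though not after adjustment (difference of the 2 tPA effects -0.81 log2), as did Irs2, an insulin receptor substrate (-0.96). Mx2, an interferon-induced GTPase, and Pttg1 had positive differences (1.68 and 1.47), and Scin a negative one (-1.80). Platelet genes were negative in 27 of 27 (median -0.49), NK cell genes in 18 of 21 (-0.30) and adhesion genes in 30 of 40 (-0.13), while interferon genes were positive in 27 of 33 (0.34), oxidative phosphorylation genes in 29 of 36 (0.16) and B cell genes in 14 of 15 (0.46). Camera called 9 lists, led by platelet (adjusted p = 1.16e-06), NK cell (0.000108), interferon and adhesion (0.00014 each), and none with an estimated correlation (adhesion adjusted p = 0.0532). In a direct test of the difference 92 probe sets were called, 28 positive (30.4%) and 64 negative (69.6%), while about 310 would meet the p threshold alone with no difference. Adjustment left 0 (smallest adjusted p = 0.978), with 782 at an unadjusted p under 0.05, and the methods' test called 79, 0 after adjustment. Leaving out 1 array gives 74 to 233 called, the most without permanent-MCAO with tPA replicate 1, and array weights call more than the main fit. The authors conclude that the genes regulated by tPA depend on the status of reperfusion.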

Most genes had functions related to modulation of immune cells. This data is important as it has potential implications for tPA treatment of ischemic stroke and understanding the pharmacogenomics of tPA.

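Some oxidative phosphorylation and platelet genes fell with tPA in analysis 1. Ndufb8, a subunit of complex I, fell by 0.60 log2 (adjusted p = 0.00215), Cox7b, of complex IV, by 0.77 (adjusted p = 0.0106), and Birc5 and Mki67, both of dividing cells, by 1.45 and 1.19 (adjusted p = 0.0123 and 0.0157). Gp9, a platelet glycoprotein, fell by 0.44 and Ppbp, a platelet chemokine, by 0.81 (adjusted p = 0.0869). Camera called oxidative phosphorylation (13 of 36 lower, adjusted p = 8.75e-07), platelet (6 of 27 lower and 0 after adjustment, 0.000762), proliferation (11 of 33 lower and 3 higher, 0.0367) and ribosomal protein lists (0 of 19 called, median 0.06, 0.0217), none with an estimated correlation (adjusted p = 0.099, 0.926, 0.647 and 0.926). The proliferation list has a mean of -0.26. The T cell list was called, and the other lists of white cells and their signals were not: neutrophil (median -0.10, adjusted p = 0.555), monocyte (0.10, 0.423), B cell (-0.02, 0.61), NK cell (-0.10, 0.423), MHC class II (0.08, 0.757), Toll-like receptor (0.11, 0.551), B cell receptor signaling (0.05, 0.423), inflammatory (0.02, 0.61) and interferon (0.06, 0.96). Leukocyte adhesion (0.12, 0.0928), glucocorticoid (-0.01, 0.555), hypoxia (0.01, 0.96), coagulation (-0.02, 0.423), heat shock (0.06, 0.555), matrix protease (adjusted p = 0.423) and immediate early genes (adjusted p = 0.807) were not called either. Isg20, an interferon-induced nuclease, fell by 1.07 (adjusted p = 0.0184). The paper concludes that most changed genes concern immune cells. The MHC class II, interferon and inflammatory lists have means of -0.02, -0.01 and -0.01, opposite in sign to their medians.

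**Figure D2:**
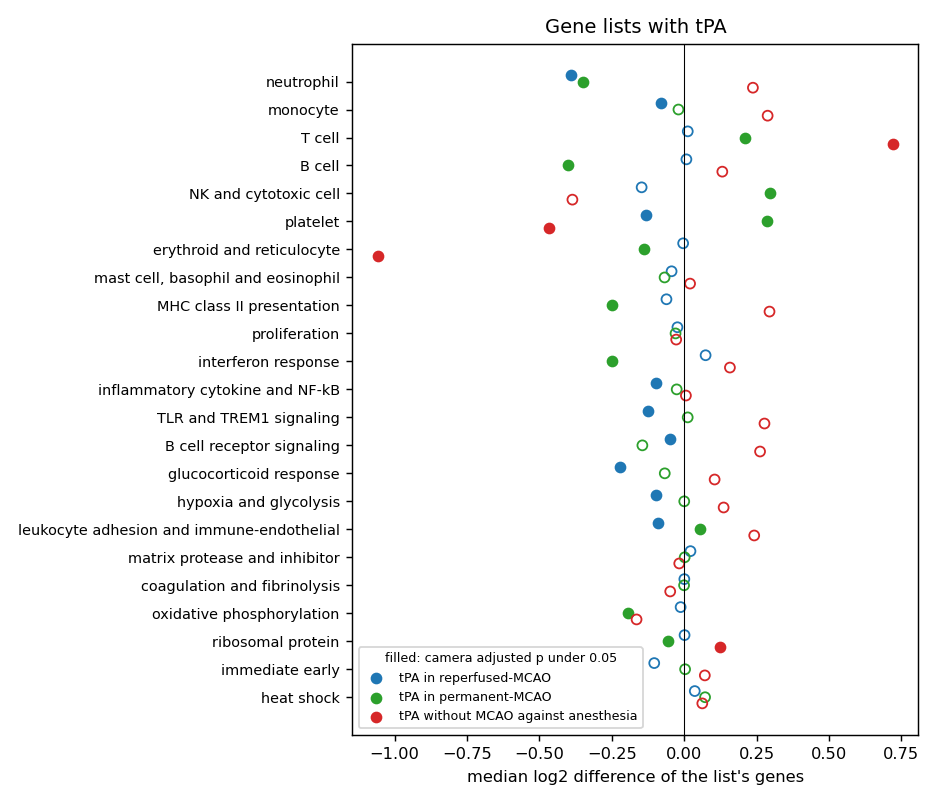
Points give the median log2 difference of each of the 23 gene lists with tPA in reperfused-MCAO, in permanent-MCAO and without MCAO, filled where camera called the list. The T cell and erythroid lists lie farthest from 0, in the rats without MCAO.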

### tPA and the Immune System

tPA modulated gene expression related to the immune system. This is not unexpected, given that immune cells are intimately involved in tPA related complications of BBB breakdown and HT of ischemic brain tissue [5]. Moreover, tPA has previously been reported to act on a number of immune cells, including mast cells and neutrophils.

Mast cells play various roles in ischemic stroke, including altering BBB permeability, hemorrhage formation, brain edema formation, and regulation of local neutrophil infiltration [14]. tPA promotes mast cell degranulation, thus enhancing release of vasoactive, proteolytic, and fibrinolytic substances. Mast cell stabilization with cromoglycate reduces tPA related brain hemorrhage, brain edema and neutrophil infiltration [15]. 

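Fcgr2b, which restrains mast cells and B cells, fell with tPA after reperfused-MCAO, 8.92 ± 0.286 against 9.48 ± 0.265 (-0.57, exact p = 0.00649), with 4 of 6 treated rats below every untreated one. Orai1, the calcium channel that opens before degranulation, was 7.21 ± 0.391 and 7.76 ± 0.323 (-0.54, exact p = 0.026) without being called. Pik3cd differed by -0.22 and -0.18 on its 2 probe sets (exact p = 0.0952 and 0.565), and Col17a1 was 2.98 ± 0.162 and 3.11 ± 0.280 (-0.12, exact p = 0.381), near the background of the array. The mast cell and basophil list was called in neither kind of MCAO (reperfused median -0.04, adjusted p = 0.334, permanent -0.07, adjusted p = 0.0768), nor over all groups (adjusted p = 0.807). Fcer1a, a chain of the IgE receptor, was 3.03 ± 0.288 with tPA and 4.42 ± 1.39 without in permanent-MCAO (exact p = 0.0433).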

In our study, we identified a number of genes differentially regulated by tPA that affect mast cells, including those involved in mast cell activation (FCGR2B) and mast cell degranulation (COL17A, PIK3CD, ORAI1).

Neutrophils are recruited and activated early on following ischemic stroke. tPA has been shown to promote neutrophil degranulation [16,17]. Upon degranulation, neutrophils release preformed granules containing proteolytic enzymes, including matrix metalloproteinase-9 (MMP-9), that facilitate migration of leukocytes across the BBB to ischemic brain tissue [18]. The mechanisms by which tPA acts on neutrophils to mediate these effects are unknown. However, products of tPA clot degradation may contribute in part to neutrophil activation and infiltration [19]. A number of the identified tPA regulated genes in our study are associated with neutrophils. In the reperfused-MCAO group, tPA was associated with genes involved in neutrophil activation (SELL, ANXA1, SLPI) and neutrophil migration (MMP9, FGR, FCGR2B). 

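Slpi, which shields tissue from neutrophil elastase, was 11.8 ± 0.532 with tPA and 12.9 ± 0.708 without after reperfused-MCAO (-1.06, exact p = 0.0152), and 5 of 6 treated rats lay below every untreated one. Anxa1, which limits neutrophil adhesion, was 7.02 ± 0.857 and 8.15 ± 0.646 on 1 probe set (-1.13, exact p = 0.0195) and 11.2 ± 0.445 and 11.7 ± 0.516 on another (-0.48, exact p = 0.126). Fgr, a kinase of integrin signaling, was 10.4 ± 0.226 and 10.7 ± 0.322 (-0.33, exact p = 0.0671). None of these 3 genes was called, and all had negative differences.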

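Slpi and Csf1 had negative and Itgb2 a positive difference with tPA after permanent-MCAO, and none of the 3 was called. Slpi was 11.7 ± 0.545 with tPA and 12.4 ± 0.399 without (-0.75, exact p = 0.0281), Csf1, a growth factor of monocytes, 3.44 ± 0.486 and 4.23 ± 0.501 (-0.79, exact p = 0.0216), and Itgb2, the beta chain of leukocyte integrins, 10.8 ± 0.234 and 10.5 ± 0.173 (0.23, exact p = 0.0649). The mean of this Csf1 probe set, 3.98, lies below the dim level of log2 4, and the 3 other Csf1 probe sets differ by -0.0041, -0.030 and 0.0077 (exact p = 0.864, 0.628 and 0.942).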

In the permanent-MCAO group, genes involved in neutrophil attachment to endothelium (ITGB2) and genes involved in neutrophil recruitment (SLP1, CSF-1) was observed. Further study is required to delineate the effects of tPA on immune response in ischemic stroke, including determination of the specific immune cells and pathways affected by tPA. These potentially identify new targets to reduce tPA related complications in ischemic stroke and perhaps extend the therapeutic window of tPA.

### tPA and Immune-Endothelial Effects

Endothelial cells form an integral part of the BBB along with the basal lamina and astrocytic foot processes. tPA can affect endothelial cells in both a direct and indirect manner. Indirectly tPA modulates immune cells that interact with endothelium. tPA increases endothelial adhesion molecule expression including ICAM2, P-Selectin, and E-Selectin [20,21]. Direct effects of tPA on endothelial cells is mediated via the Lipoprotein Receptor Protein-1 (LRP-1). Binding of tPA to LRP-1 initiates a signal cascade that up regulates endothelial MMP-9 and disrupts the BBB [22-24].

Our study identified a number of differentially regulated genes involved in immune-endothelial signaling pathways, including genes involved in inflammatory cell adhesion, migration, and recruitment. In the reperfused-MCAO group, genes involved in immune-endothelial interaction include ICAM2, CEACAM1, ID1, and ACTN1. 

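Icam2 and Actn1 fell with tPA after reperfused-MCAO. Icam2 was 9.65 ± 0.190 with tPA and 10.1 ± 0.180 without (-0.40, exact p = 0.00433), and Actn1 9.45 ± 0.344 and 9.96 ± 0.209 (-0.51, exact p = 0.00433), with 5 of 6 treated rats below every untreated one for each. A second probe set of Actn1 was 5.48 ± 0.509 and 6.34 ± 0.367 (-0.85, exact p = 0.00649). Id1, a regulator of endothelial growth, was 5.22 ± 0.695 and 5.91 ± 0.931 (-0.69, exact p = 0.175) and Ceacam1, an adhesion molecule, 7.60 ± 1.13 and 7.74 ± 0.834 (-0.14, exact p = 0.807), and neither was called.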

Notably, genes involved in immune-endothelial signaling were not as significantly affected by tPA in the permanent-MCAO group. This suggests that further study of genes involved in immune-endothelial interaction may provide insight into the increased risk of tPA related HT in subjects with reperfusion compared to permanent occlusion.

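Actn1 had a positive difference with tPA after permanent-MCAO, 9.80 ± 0.246 against 9.50 ± 0.283 (0.30, exact p = 0.0823). Icam2 was 9.42 ± 0.601 and 9.71 ± 0.259 (-0.28, exact p = 0.344), Id1 4.9 ± 0.59 and 5.6 ± 0.70 (-0.67, exact p = 0.11) and Ceacam1 7.85 ± 0.933 and 7.13 ± 0.870 (0.72, exact p = 0.182). Tested directly between the 2 kinds of MCAO, Actn1 alone of the 4 was called, on 1 of its 2 probe sets and with an adjusted p of 0.978. The difference of the tPA effects was -0.12 for Icam2, -0.02 for Id1 and -0.86 for Ceacam1, and none of these was called (adjusted p = 0.979 and 0.998 for Icam2 and Id1).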

### tPA and MMP-9

MMP-9 has been studied in ischemic stroke at both the protein and RNA level in blood and brain. MMP-9 is a protease that degrades extracellular matrix and promotes BBB breakdown. Protein levels of MMP-9 increase in the blood early on after ischemic stroke onset, and this increase is enhanced by tPA [25,26]. In rats treated with tPA, the rise in blood MMP-9 peaks by 6 hours and return to baseline by 24 hours [25]. In human stroke patients treated with tPA, a similar rise blood MMP-9 occurs by 8 hours and with a return to baseline by 25 hours [26]. MMP-9 mRNA expression in the blood following tPA treated ischemic stroke remains poorly studied. 

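Mmp9 means were lower with tPA in both kinds of MCAO, and Mmp9 was not called in either. After permanent-MCAO it was 6.65 ± 1.14 with tPA and 7.48 ± 0.994 without (-0.83, exact p = 0.203). Without MCAO it was 6.63 ± 0.501 with tPA and 6.56 ± 0.772 with anesthesia alone (0.07, exact p = 0.879), and 6.81 ± 0.647 in naive rats. Untreated MCAO rats exceeded anesthesia by 1.31 with reperfusion (exact p = 0.0779) and by 0.92 without (exact p = 0.106), each n = 6. The authors hold that their lower Mmp9 mRNA would fit an early rise in blood and a later reduction.

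**Figure D3:**
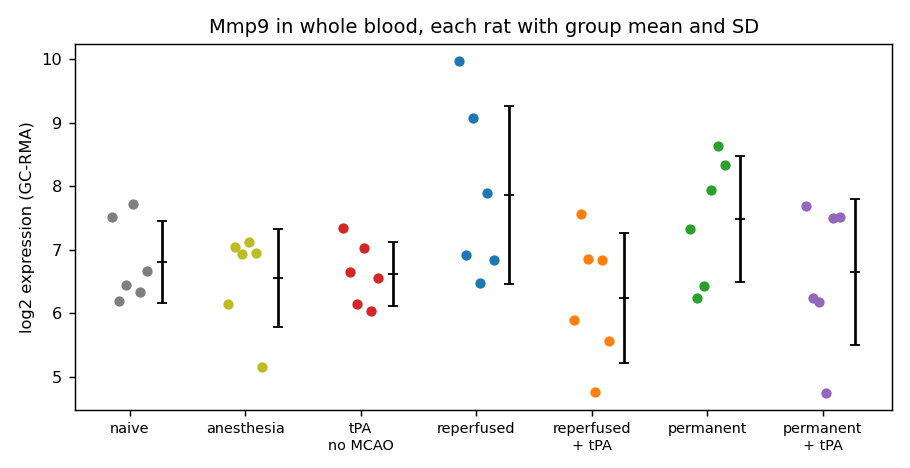
Each point is the Mmp9 log2 value of 1 rat, by group along the horizontal axis, with group mean and SD. Rats of the groups with and without tPA overlap in both kinds of MCAO.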

We found MMP-9 mRNA to be reduced at 24 hours. This is consistent with an early rise of MMP-9 levels in the blood by 6-8 hours, followed by a reduction by 24 hours. This is in contrast to the pattern of MMP-9 expression in the brain, where levels remain elevated at the 24-30 hour time point [27,28]. Further study is required to better delineate MMP-9 mRNA expression patterns in blood, including the relationship with vascular reperfusion, duration of cerebral ischemia, treatment with tPA, and correlation with expression patterns of MMP-9 in cerebral tissue.

### tPA and Cerebral Reperfusion

The genes regulated by tPA in the blood were different depending on the status of vascular reperfusion. Rats reperfused after two hours of cerebral ischemia had a different tPA gene expression profile than rats with permanent-MCAO. 

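Serpinb6a was called for tPA in reperfused-MCAO only and Jag1 in permanent-MCAO only, and neither was called when the tPA effects of the 2 kinds of MCAO were compared directly (-1.81 and 1.21, adjusted p = 0.978 for both). Serpinb6a differed by -0.12 with tPA in permanent-MCAO (exact p = 0.794). Across 13232 probe sets above the dim level the tPA differences of the 2 kinds of MCAO have r = 0.15, with the same sign in 56.6%, and the probe sets are not independent replicates. Differences in rats without MCAO have r = -0.31 with those in reperfused-MCAO and r = 0.067 with those in permanent-MCAO. Each study list was also given a score per rat, centred over the rats scored, so the 2 group means mirror each other. Such scores are not log2 differences of genes. The study's reperfused list, scored in permanent-MCAO rats, was 0.10 ± 0.495 with tPA and -0.10 ± 0.284 without (exact p = 0.431, adjusted p = 0.574 over 4 tests). Scored in rats without MCAO it was -0.41 ± 0.247 with tPA and 0.41 ± 0.348 without, the opposite direction (exact p = 0.00216, adjusted p = 0.00866). The tPA group without MCAO has the low hybridization control signal, so drug and sample processing are not separated there. The score of the permanent list differed by 0.18 in reperfused rats (exact p = 0.193) and by -0.035 without MCAO (exact p = 0.840).

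**Figure D4:**
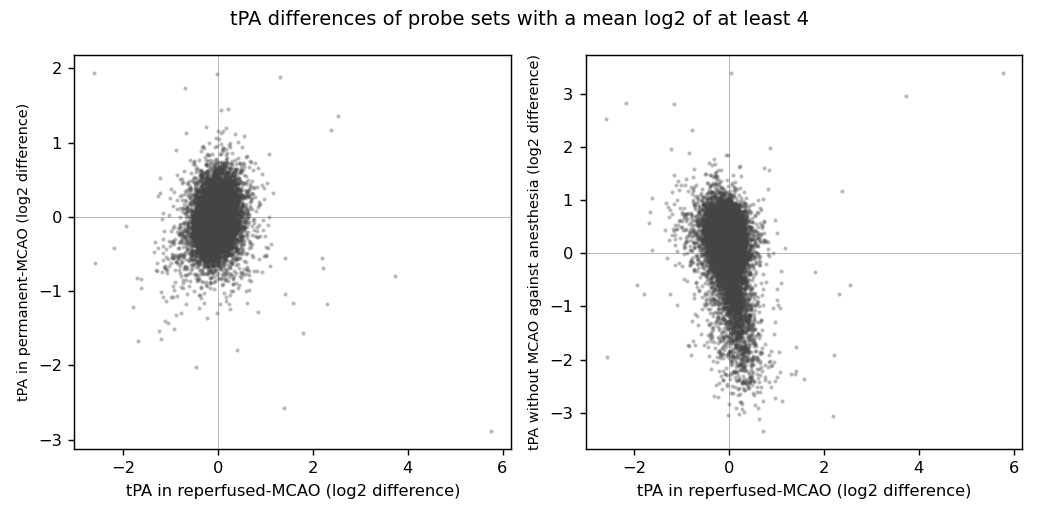
Each point is a probe set, with its tPA difference in reperfused-MCAO on the horizontal axis and in permanent-MCAO (left) or without MCAO (right) on the vertical axis. The left cloud has little slope, and on the right many probe sets lie far below 0 without MCAO only.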

Reperfusion of ischemic vasculature and cerebral tissue leads to cerebral ischemia/reperfusion (IR) injury. This injury includes glutamate-mediated excitotoxicity, oxidative stress, inflammation, and necrotic or apoptotic cell death [29]. Our study suggests that tPA modulates IR injury beyond the effects mediated by reperfusion alone. This modulation includes alteration of immune cells and immune-endothelial interaction. I/R injury is a complex process and its impact on clinical outcome in ischemic stroke is dependent on numerous factors including intensity and duration of ischemic insult, time to reperfusion, and the microcirculation [30]. Further study of tPA's effects on reperfusion may aid in identifying targets to reduce the contribution of tPA to I/R injury.

### tPA and Ischemic stroke

Blood gene expression profiling is a promising approach for diagnosing and understanding the pathogenesis of ischemic stroke [8,9]. In this study of rat ischemic stroke we were able to identify a gene expression profile associated with rat ischemic stroke. 

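After MCAO without tPA, 12 of 23 neutrophil genes rose with reperfusion (6 after adjustment) and 8 without it (1 after adjustment), and 4 of 23 had negative differences in each. Against anesthesia alone, Il1r2 was 10.4 ± 0.887 against 8.16 ± 0.462 with reperfusion (2.22, adjusted p = 0.0211), and Chi3l1, a chitinase-like protein of neutrophils, rose by 1.22 with reperfusion (adjusted p = 0.0153) and by 0.95 without (adjusted p = 0.0457). Vcan rose by 2.88 and 2.38 (adjusted p = 0.014 and 0.0509), and Cd33, an inhibitory receptor of myeloid cells, by 2.33 and 1.93 (adjusted p = 0.0278 and 0.0434). Il1b rose by 1.31 (adjusted p = 0.00832) with reperfusion, and P4ha1, a hypoxia-induced hydroxylase, by 1.55 (adjusted p = 0.0398) without. The neutrophil list had a median of 1.22 and 0.79 (adjusted p = 6.77e-10 and 1.06e-09, or adjusted p = 0.191 and 0.202 with an estimated correlation). With reperfusion the Toll-like receptor (0.58, adjusted p = 7.9e-09, or 0.0111 with an estimated correlation) and adhesion lists (0.35, adjusted p = 2.84e-08, or 0.0253) were called both ways. With reperfusion 1864 probe sets were called, 1270 higher (68.1%), and 656 after adjustment, and without it 862, 550 higher (63.8%), and 45 after adjustment (0 by the methods' test). The counts after adjustment depend on single arrays. Leaving out 1 array gives 197 to 1122 with reperfusion and 0 to 119 without. The control rats had anesthesia alone, and no group is described as having the surgery without occlusion. These rises therefore cannot be assigned to the occlusion rather than the operation. The paper states that a stroke profile was found in rat blood.

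**Figure D5:**
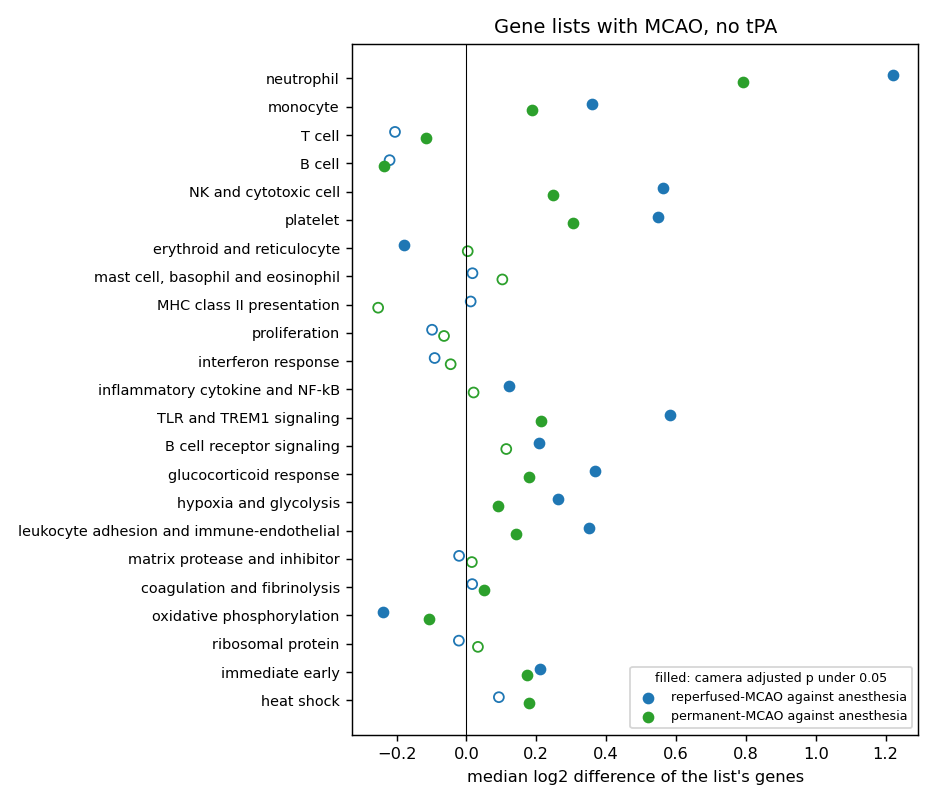
Points give the median log2 difference of each gene list in untreated reperfused-MCAO and permanent-MCAO rats against anesthesia, filled where camera called the list. The neutrophil list lies farthest from 0 in both.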

Some of the ischemic stroke genes were also regulated by tPA, indicating an interaction between ischemic stroke and tPA. However, many genes associated with ischemic stroke are not affected by tPA including BCL6, F5, and LY96 which were previously found to be predictive of ischemic stroke in humans [8]. 

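Bcl6, F5 and Ly96 rose with stroke and were not called for tPA. Bcl6, a transcriptional repressor, rose by 0.44 log2 with stroke (adjusted p = 0.00637) and differed by 0.03 with tPA. F5, a coagulation factor, rose by 0.93 (adjusted p = 0.00123) and differed by -0.23 with tPA (adjusted p = 0.522), and Ly96, a partner of the lipopolysaccharide receptor, rose by 0.41 (adjusted p = 0.0205) and differed by 0.07 with tPA (adjusted p = 0.821). For the interaction Bcl6 (-0.46, adjusted p = 0.132) and Ly96 (-0.60, adjusted p = 0.0812) were called without passing adjustment, and F5 was not (0.39). In reperfused-MCAO against anesthesia, F5 was 10.5 ± 0.388 against 9.49 ± 0.344, Bcl6 10.6 ± 0.31 against 9.9 ± 0.20 and Ly96 9.05 ± 0.258 against 8.19 ± 0.173. In permanent-MCAO F5 was 9.94 ± 0.576 and was not called (difference 0.46, exact p = 0.13), while Bcl6 and Ly96 were called (0.61 and 0.56).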

Of the 1355 genes previously identified in humans to be differentially regulated by ischemic stroke, only 79 overlapped with the 929 tPA genes we identified in this study of rats [8]. This suggests that although tPA affects the gene expression profile in whole blood and should be considered when evaluating gene expression profiles in acute ischemic stroke, it is possible to distinguish tPA effects from the effects of ischemic stroke on gene expression. A gene expression profile can also be used to identify exposure to drug treatment. 

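Genes chosen in 1 kind of MCAO did not place the other rats better than exact permutation allows. These exact p values are one-sided, for as many rats correct or more. Trained on reperfused-MCAO rats, the classifier placed 5 of 12 permanent-MCAO rats correctly (exact p = 0.879) and 0 of 12 rats without MCAO. That 0 of 12 puts every rat in the opposite class, and a reversal was not tested. Trained on permanent-MCAO rats, it placed 9 of 12 reperfused-MCAO rats (exact p = 0.0909) and 4 of 12 without MCAO (exact p = 0.970). The study's lists gave 5 and 1, and 9 and 2. Choosing probe sets on all 12 rats and then leaving rats out gave 12 correct in 95 of 99 random divisions of the reperfused rats and in 86 of 99 of the permanent rats. The paper concludes that a profile can identify exposure to tPA.

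**Figure D6:**
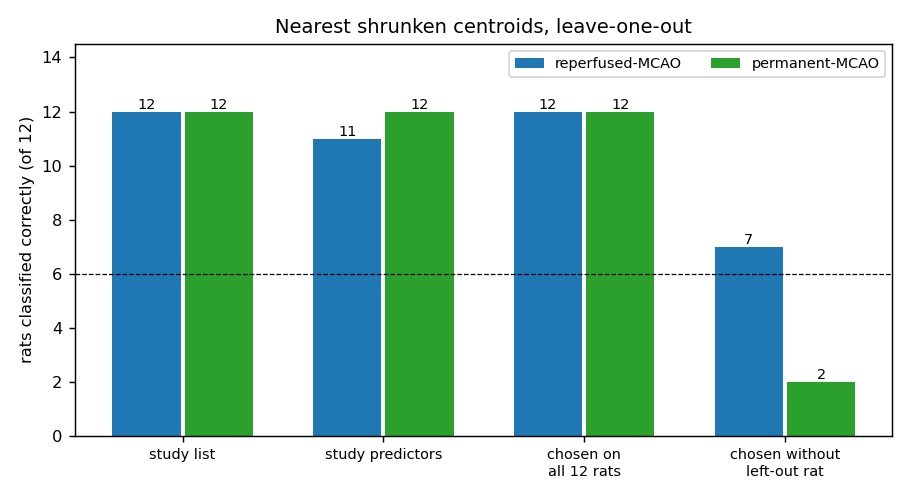
Bars give rats placed correctly of 12 for each choice of probe sets, in reperfused-MCAO and permanent-MCAO. Choosing the probe sets again without the rat to be placed gives the lowest bars.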

We were able to correctly predict tPA use in 12 out 12 rats with 27 gene probes in the reperfused-MCAO group and 62 gene probes in the permanent-MCAO group.

A strength of our study is the measurement of all known genes in the blood to determine those altered by tPA in ischemic stroke. A limitation is the analysis of blood gene expression only. tPA is known to mediate effects on endothelium and brain, thus further study is required to correlate changes in the blood with changes in these tissues. Additionally, we were only able to investigate a single dosage of tPA at a single time point. The equivalent dose for non-fibrinolytic effects of tPA in rats compared to humans remains unknown, therefore results need to be interpreted with this in mind. Finally, anesthesia was used in the experimental model. Although accounted for in the ANOVA model, anesthesia may still have had some effect on gene expression.

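Serpinb11, a serpin of unclear function, was 7.67 ± 0.585 with anesthesia and 2.44 ± 0.157 in naive rats (5.23 log2, adjusted p = 6.43e-06), the 1 probe set to pass adjustment. Its values fall into 2 classes across all groups, high in 0 of 6 naive and 6 of 6 anesthesia rats, 4 of 6 with tPA without MCAO, 3 and 1 of 6 with reperfused-MCAO without and with tPA, and 5 and 5 of 6 with permanent-MCAO. The dividing point was chosen after the values were seen. Letm2, a mitochondrial protein, was called 1.41 higher and Cbr4, a carbonyl reductase, -1.02 (adjusted p = 0.94 for each). Platelet genes were positive in 24 of 27 (median 0.37), erythroid genes in 33 of 35 (0.17), T cell genes had a median of -0.26 and neutrophil genes were negative in 20 of 23 (-0.31). Camera called 10 lists, none with an estimated correlation. In all 255 probe sets were called, 87 higher (34.1%) and 168 lower (65.9%), and the methods' test called 180. Leaving out 1 array gives 144 to 971 called, the most without anesthesia replicate 1. All anesthetised groups share the anesthesia term in analysis 1.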

## Conclusions

A gene expression profile for tPA was identified in our rat model of ischemic stroke. The changes of gene expression by tPA reflect modulation of the immune cells. The patterns of gene expression by tPA were dependent on the status of cerebrovascular reperfusion. The majority of genes modulated by tPA in blood are distinct from those modulated by ischemic stroke. This suggests that in the blood of humans it should be possible to monitor gene expression profiles that correspond both to ischemic stroke and to the pharmacological effects of tPA.

## Methods

### 1. Animals

Forty-two male Sprague-Dawley rats weighing 280-350 grams (Charles River Labs, USA) were used in this study with a mean age of 2.4 months. The University of California at Davis Animal Care Committee approved the animal protocol in accordance with NIH guidelines. Animals were randomly assigned to one of seven experimental groups (n = 6 per group, N = 42 total): (1) Naïve; (2) Anesthesia; (3) tPA at 3 hours with no MCAO; (4) Reperfused-MCAO (2 hours of MCAO followed by 22 hours of reperfusion); (5) Reperfused-MCAO + tPA at 3 hours (6) Permanent-MCAO (24 hours MCAO with no reperfusion); and (7) Permanent-MCAO + tPA at 3 hours. Neurologic examinations were performed at 4 and 24 hours. The neurologic findings were scored on a four-point scale: 0, no neurologic deficit; 1, right Horner's syndrome; 2, failure to extend left forepaw fully; 3, circling to the left [31].

### 2. Focal ischemia

MCAO was produced using the intraluminal suture technique [31]. Rats were anesthetized with 3% isoflurane and maintained on 1.5% isoflurane in 100% oxygen. The right common carotid artery was exposed, and a 3-0 monofilament nylon suture was inserted into the external carotid artery and advanced into the internal carotid artery 20-23 mm beyond the carotid bifurcation until resistance was felt. MCAO was maintained for 2 hours in the reperfused-MCAO group and 24 hours in the permanent-MCAO group. Reperfusion was achieved by withdrawing the suture at 2 hours after MCAO onset. A heating blanket was used to maintain rectal temperature at 36.5°C to 37.5°C. Three hours following ischemia onset, tPA (3.3 mg/kg IP) was administered to rats in the tPA treatment groups. This dose of tPA is within the range of previous studies on rats of 3-10 mg/kg [32,33]. We opted for a dose of tPA on the lower end of this range to be more comparable to the dose used in rabbits and humans in the study of tPA's non-fibrinolytic effects. Recombinant human tPA used was a gift from Genentech Inc. (South San Francisco, CA). Animals were anesthetized with 3% isoflurane at 24 hours, and a blood sample drawn.

### 3. Sample processing and microarray hybridization

Blood was collected into PAXgene vacutainer tubes via cardiac puncture (PreAnalytiX, Germany). RNA was isolated using the PAXgene blood RNA kit (PreAnalytiX, Germany). Reverse transcription, amplification, and sample labeling were carried out using Nugen's Ovation Whole Blood reagents (Nugen Technologies, San Carlos, CA). Each RNA sample was hybridized and scanned according to the manufacturer's protocol onto Affymetrix Rat Genome 230 2.0 GeneChips (Affymetrix Santa Clara, CA). The arrays were washed and processed on a Fluidics Station 450 and scanned on a Genechip Scanner 3000. Microarray data have been deposited in the NCBI Gene Expression Omnibus (GEO) database Accession Number GSE21136.

### 4. Probe-level data analysis

Raw expression values (probe level data) were imported into Partek software (Partek Inc., St. Louis, MO) and processed using GC-RMA normalization [34]. Statistical analysis, principal components analysis, and hierarchical unsupervised clustering analysis were performed with Partek Genomics Suite 6.04. Probe lists were analyzed using PAM (Prediction Analyses of Microarrays) nearest shrunken centroids to identify the minimum number of gene probes able to differentiate specified groups [35]. PAM analysis uses a 10-fold leave-one-out cross-validation, meaning the model is fit to 90% of the samples and the class of the remaining 10% of samples are predicted. This procedure is repeated 10 times to compute the overall error in the model. Ingenuity Pathway Analysis (IPA, Ingenuity Systems^®^, http://www.ingenuity.com) was used to determine whether the numbers of genes regulated within given pathways or cell functions were greater than expected by chance.

### 5. Statistical analyses

To evaluate gene expression differences related to tPA, two analyses were performed. The first analysis was designed to identify gene expression associated with tPA administration and determine the relationship between tPA and ischemic stroke on gene expression. Using analysis of variance (ANOVA) the effects of tPA, ischemic stroke, anesthesia, and the interaction of tPA*ischemic stroke were evaluated. Unsupervised hierarchical clustering and principal components analysis were used to evaluate relationships between tPA treated and non-tPA treated rats. Gene probes with a p value ≤ 0.05 and a fold change ≥ |1.2| were considered significant.

The second analysis was designed to examine the genes regulated by tPA in rats as a function of reperfusion status. ANOVA was performed comparing tPA treated rats to non-tPA treated rats in the reperfused-MCAO groups. Similarly, ANOVA was performed comparing tPA treated rats to non-tPA treated rats in the permanent-MCAO groups. Given the smaller sample size relative to analysis 1, gene probes with a p value ≤ 0.01 and a fold change ≥ |1.2| were considered significant. Student's *t *tests were performed to determine differences between tPA treated and non-treated groups. The Mann-Whitney rank sum test was performed for analysis of neurological score. All data are presented as mean ± SE.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

The project was conceived by GCJ, BPA, XZ and supervised by FRS and PAL. All data analysis was carried out by GCJ with advice and input from BPA, BS, HX, RJT, DL and XZ. Animal surgeries were conducted by XZ and BPA. The RNA extraction was done by BPA and YT. The microarray gene expression experiments were done by RD. GCJ wrote the manuscript with input from all authors. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of genes regulated by tPA in rat ischemic stroke**. The 929 gene probes differentially regulated by tPA in rats with ischemic stroke (p ≤ 0.05, fold change ≥ |1.2|. Click here for file

Additional file 2 **List of genes regulated by tPA in reperfused-MCAO**. The 533 genes probes differentially regulated by tPA at 24 hours in rats with reperfused-MCAO, (p ≤ 0.01, fold change ≥ |1.2|). Click here for file

Additional file 3 **List of genes predictive of tPA treatment in reperfused-MCAO**. The 27 gene probes identified to optimally predict treatment with tPA in rats with reperfused-MCAO. The 27 probes were derived from the 533 gene probes in Additional File 2 using Prediction Analysis of Microarrays (PAM). Click here for file

Additional file 4 **List of genes regulated by tPA in permanent-MCAO**. The 293 gene probes differentially regulated by tPA at 24 hours in rats with permanent-MCAO (p ≤ 0.01, fold change ≥ |1.2|) Click here for file

Additional file 5 **List of genes predictive of tPA treatment in permanent-MCAO**. The 62 gene probes identified to optimally predict treatment with tPA in rats with permanent-MCAO. The 62 probes were derived from the 293 gene probes in Additional File 4 using Prediction Analysis of Microarrays (PAM). Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

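Expression was measured in whole blood of 42 rats on Affymetrix Rat Genome 230 2.0 arrays, 6 rats in each of 7 groups: naive, anesthesia, tPA without MCAO, and reperfused-MCAO or permanent-MCAO with and without tPA. The deposited values are log2 expression values that the authors made from the scanned arrays with GC-RMA in Partek Genomics Suite 6.04. The scans themselves were not used here. Array medians lie between 3.05 and 3.26, and 13232 of 31042 probe sets have a mean of at least log2 4. Probe sets below that level are called dim, and small differences of dim probe sets carry little information. A difference of log2 1 planted in simulated reperfused-MCAO data was found in 60 of 67 probe sets at the study's thresholds, and one of log2 0.5 in 49 of 67. Recovery was not split by brightness or spread, so these shares are not the power for bright, variable genes. In the real comparison Mmp9 and Il1r2 differed by more than log2 1 without being called, while Serpinb6a was called.

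The 57 control probe sets of the array were set aside before testing, and the mean of 14 probe sets of the hybridization controls bioB, bioC and bioD was kept as a level per array. Gene symbols come from the probe annotation given with the series, brought up to date with the gene table of the GRCr8 rat assembly, which served for names only. Of the tested probe sets 20826 have 1 symbol, 436 have several and 9780 have none. Genes with several probe sets stand in the lists with the probe set of highest mean over all arrays (14217 genes), and no gene is named from a probe set with several symbols. For Anxa1, 1 probe set is named from the study's tables. The result of 1 gene that the paper names is not reported here.

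Analysis 1 fits all arrays in limma 3.58.1 (R 4.3.3, statmod 1.5.0), with terms for tPA, any MCAO, anesthesia in every group but naive, and tPA by MCAO. Analysis 2 fits the 12 rats of each kind of MCAO, with against without tPA. Further comparisons, made the same way, are tPA without MCAO against anesthesia, each untreated MCAO group against anesthesia, anesthesia against naive, and the difference between the tPA effects in reperfused and permanent MCAO. Calls use the study's thresholds: p at most 0.05 in analysis 1 and 0.01 elsewhere, with a fold of at least 1.2. Counts after Benjamini-Hochberg adjustment at 0.05, without a fold threshold, are given beside them, as are counts with the methods' test, which does not share variance between probe sets. Adjusted p values of genes are from limma. Exact p values come from the 924 divisions of 12 rats, and relations across arrays from 100000 permutations (seed 7).

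The 23 gene lists were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry: neutrophil, monocyte, T cell, B cell, NK and cytotoxic cell, platelet, erythroid and reticulocyte, mast cell with basophil and eosinophil, MHC class II, proliferation, interferon response, inflammatory cytokine, Toll-like receptor, B cell receptor signaling, glucocorticoid response, hypoxia, leukocyte adhesion, matrix protease, coagulation, oxidative phosphorylation, ribosomal protein, immediate early and heat shock genes. They were written from general knowledge before the values were seen. Genes seen at the top of the study's tables were left out of them, and the folds of the genes the paper names had been read in the paper. Genes named in the text are those the paper names, the 6 highest and 6 lowest called probe sets with 1 symbol, and the 4 list genes with the smallest p in each list.

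Nearest shrunken centroids and average-linkage clustering on correlation distance were run in R, and the classifier was tested on simulated data: with 20 planted probe sets 12 of 12 rats were placed correctly, and without signal a mean of 4.65. Fits were tested on simulated data as well, where 212 probe sets were called without any planted effect in reperfused-MCAO and 570 in analysis 1. To see what grouping by chance gives, the rats of each comparison were divided at random until 100 divisions, the real one included, had been fitted. Alternatives tried were array weights, an intensity trend, centring or quantile scaling of the arrays, removal of dim probe sets, other codings of stroke and anesthesia, a fold of 1.5, other controls, and omission of each array. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The pathway software of the authors was not used here, nor were measures other than arrays.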

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

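The rules behind these values were set before the data were examined, except that the test of tPA without MCAO by random division was chosen after the result was seen. Of 140 group tests for a single array far from its group, 7 went beyond the limit, and chance flags about 1 in 20 groups.

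Single arrays stood apart from the other 5 of their group, by the share of the group's range that the gap takes. In the hybridization control level, anesthesia replicate 1 stood apart by 0.720 (11.8 against 12.2 to 12.4) and tPA without MCAO replicate 2 by 0.677 (9.72 against 11.1 to 11.7). That last array also stood apart in its median, by 0.767 (3.26 against 3.10 to 3.13). In the erythroid mean, permanent-MCAO replicate 3 stood apart by 0.761 (-0.52 against 0.33 to 0.60). Among genes the paper names, Tlr2 stood apart in naive replicate 6 by 0.628 (9.38 against 8.40 to 8.77), Timp3 in naive replicate 3 by 0.678 (6.01 against 4.2 to 4.8) and Jag1 in anesthesia replicate 2 by 0.630 (5.71 against 4.41 to 4.89).

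Lists stood out where the tPA effect differed between reperfused and permanent MCAO: T cell by a median of -0.15, B cell 0.46, NK cell -0.30, platelet -0.49, erythroid 0.13, interferon 0.34, hypoxia -0.012, leukocyte adhesion -0.13 and oxidative phosphorylation 0.16. Actn1 stood out among the genes the paper names, with -0.81. None of these lists is called with an estimated correlation. Dividing the rats at random called as many probe sets as the 92 of this comparison in 65 of 100 divisions (highest other 1707), so chance is not excluded.

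Comparisons the paper does not report stood out because they could be made from the same arrays. For tPA without MCAO 3884 probe sets passed adjustment, and for anesthesia against naive 1 did.

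Random division of the arrays excludes chance for the count of the tPA effect of analysis 1 (3711, highest other 3180, 1 of 100). So it does for stroke (4785, highest other 3777, 1 of 100) and the interaction (6529, highest other 4461, 1 of 100). It also does for tPA without MCAO (4267, highest other 1338, 1 of 100) and reperfused-MCAO against anesthesia (1864, highest other 1399, 1 of 100). For permanent-MCAO against anesthesia (862, highest other 1024, 3 of 100) chance is not clearly excluded, since a random division called more. After adjustment 45 passed there, against at most 2 in the other divisions.

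Chance is not excluded for tPA in reperfused-MCAO (224, highest other 890, 25 of 100), tPA in permanent-MCAO (100, highest other 1776, 51 of 100) and anesthesia against naive (255, highest other 1481, 13 of 100). Single divisions call several times the real count, for a reason that was not tested, while the median of the other divisions is 131, 100 and 104.

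For the number of lists called, chance is excluded for permanent-MCAO against anesthesia (14, highest other 13, 1 of 100). It is not excluded for tPA in reperfused-MCAO (9, highest other 17, 33 of 100), tPA in permanent-MCAO (11, highest other 16, 14 of 100), tPA without MCAO (4, highest other 14, 85 of 100), reperfused-MCAO against anesthesia (13, highest other 17, 29 of 100) and anesthesia against naive (10, highest other 12, 11 of 100). For placing rats with probe sets chosen again, it is not excluded in reperfused-MCAO (7, highest other 12, 39 of 100) or permanent-MCAO (2, highest other 10, 89 of 100).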

How the results depend on the processing

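Alternatives were set before the data were examined, except the study model, the control level as a covariate and the added settings for overlaps and for scaling in the lists, which were chosen after the result was seen. Where a count moved, the cause was not tested.

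With a fold threshold of 1.5 the counts become 850 for tPA in analysis 1, 1075 for stroke, 4332 for the interaction, 66 for tPA in reperfused-MCAO, 45 in permanent-MCAO, 2726 without MCAO, 556 for permanent-MCAO against anesthesia and 74 for anesthesia against naive. For tPA in analysis 1, 3 stroke levels give 1937 and the 4 MCAO groups only 810. Coding the tPA group without MCAO as not anesthetised gives 1681 for tPA, 2427 for stroke and 3908 for the interaction. The study model gives 929, 2332 and 983, and 228 called for both tPA and stroke. With naive rats as the control, tPA without MCAO calls 1611.

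The control level as a covariate gives 504 for tPA in analysis 1, 2933 for stroke, 1909 for the interaction, 439 for tPA in reperfused-MCAO, 169 in permanent-MCAO, 250 for the difference between them, 803 without MCAO and 143 for anesthesia against naive. Array weights give 407 for tPA in reperfused-MCAO, 231 in permanent-MCAO, 370 for the difference and 726 for anesthesia against naive. Without dim probe sets permanent-MCAO gives 49 and the difference 49. For tPA in permanent-MCAO the methods' test gives 62, the replicate block 180 and all 42 arrays together 245.

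Called in both kinds of MCAO are 32 at p at most 0.05, 0 at p at most 0.001, 1 without dim probe sets, 1 with the methods' test and 0 with the replicate block. Called for both tPA and stroke are 614 at p at most 0.01.

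With an estimated correlation the lists called become 0 for tPA in analysis 1, stroke, the interaction, tPA in reperfused-MCAO, the difference between the kinds of MCAO, tPA without MCAO, permanent-MCAO against anesthesia and anesthesia against naive, 1 for tPA in permanent-MCAO and 2 for reperfused-MCAO against anesthesia. Of the lists called by camera, fry also called 3 of 6 for tPA in analysis 1 and 14 of 17 for stroke. It kept 1 of 9 for the interaction, 0 of 9 for tPA in reperfused-MCAO and 1 of 11 in permanent-MCAO. For the difference between the kinds of MCAO it kept 0 of 9, and for tPA without MCAO 3 of 4. Against anesthesia it kept 9 of 13 in reperfused-MCAO and 4 of 14 in permanent-MCAO, and for anesthesia against naive 0 of 10. With the control covariate 12 lists are called for tPA in analysis 1, 5 for the interaction and 9 without MCAO. Without MCAO, all probe sets of the list genes give 8, centred arrays 9 and quantile scaling 7. Without dim probe sets 6 are called for anesthesia against naive. Rats placed correctly with 10 folds are 4 in permanent-MCAO.

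Quantile scaling moves the share higher from 39.3% to 58.8% for tPA in reperfused-MCAO, from 30.4% to 42.3% for the difference between the kinds of MCAO and from 66.6% to 56.4% without MCAO. The interaction moves from 31.5% to 42.6% and 43.0% with scaling.

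Leaving out 1 array gives 168 (without reperfused-MCAO replicate 5) to 364 (replicate 6) for tPA in reperfused-MCAO, and 62 (without permanent-MCAO replicate 6) to 182 (with tPA replicate 1) in permanent-MCAO, where omission of the tPA replicate 6 gives 158. The difference between them goes from 74 to 233 (without permanent-MCAO with tPA replicate 1). Without MCAO the range is 3326 (without anesthesia replicate 6) to 5181 (replicate 1), and after adjustment 1767 to 7276. Reperfused-MCAO against anesthesia gives 1423 to 2303, after adjustment 197 to 1122, and permanent-MCAO against anesthesia 634 to 1010, after adjustment 0 (without anesthesia replicate 1) to 119 (replicate 2). Anesthesia against naive gives 144 to 971 (without anesthesia replicate 1), after adjustment 1 to 6.

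Icam2 with tPA in analysis 1 reverses to -0.34 with the 4 MCAO groups only (adjusted p = 0.855). Of 285 counts under alternatives set before the data were examined 238 stayed and 47 moved, and of 53 added ones 34 stayed and 19 moved.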

Differences from the paper's values

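The model named the study model below, and the one with the control level as a covariate, were chosen after the values were seen. The other alternatives were set before the data were examined.

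For tPA in analysis 1 the paper gives 929 probe sets, 391 higher and 538 lower, and 3711, 2144 and 1567 were called here. Of 16 alternatives, the total comes near the paper's with a fold threshold of 1.5 (850) and with the 4 MCAO groups only (810). The number higher comes near it with the 4 MCAO groups only (272) and the control covariate (263), and the number lower with a fold of 1.5 (756) and the 4 MCAO groups only (538). Apart from the study model, described below, the others leave the gap open. For stroke the paper gives 2332 and 4785 were called here. Coding the tPA group without MCAO as not anesthetised gives 2427 and the control covariate 2933, and apart from the study model the rest of 15 alternatives leave the gap open. For the interaction the paper gives 983 and 6529 were called here, and no alternative set before the data were examined closes that gap.

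The study model reaches 929, 391 and 538 for tPA, 2332 for stroke and 983 for the interaction. It has 3 stroke levels, codes the tPA group without MCAO as not anesthetised, keeps the control probe sets and uses the methods' test. Its term that reaches 983 is the mean tPA effect within the 2 kinds of MCAO, which is not a difference between tPA effects. The study model drops 0 of the paper's called items for tPA, and 11 of these are control probe sets of the array. Stroke and interaction lists are not given in the sources used here, so only their counts can be compared.

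For tPA and stroke without the interaction the paper gives 130 and 455 were called here, and no alternative was tried.

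For tPA in reperfused-MCAO the paper gives 533 probe sets, 193 higher and 340 lower, and 224, 88 and 136 were called here. Of 23 alternatives, array weights (407), omission of reperfused-MCAO replicate 6 (364) and the control covariate (439) bring the total near. The number higher comes near with array weights (159) and the covariate (221), and the number lower with array weights (248) and without replicate 6 (239). For tPA in permanent-MCAO the paper gives 293, 170 and 123, and 100, 56 and 44 were called here. Array weights (231) and a fit of all 42 arrays (245) bring the total near, with 133 and 146 higher and 98 and 99 lower. The number lower also comes near with replicate blocks (96), without permanent-MCAO with tPA replicate 6 (85) and with the covariate (105). No alternative reaches the paper's counts for either. For probe sets called in both the paper gives 15 and 3 were called here, and 0 of 5 alternatives close the gap.

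For Il1r2 with tPA in reperfused-MCAO the paper's text gives a fold of 2.14 and the fold here is -2.20, and 0 of 23 alternatives close the gap. The study's own table gives -2.13.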

Other observations

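The tests of a single array and of the erythroid share, the random divisions of tPA without MCAO, and the range given for the correlation with the MCAO groups were chosen after the result was seen. The other tests were set before the data were examined.

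The many changes with tPA without MCAO may reflect the hybridization of these arrays as well as the drug. Slopes of probe sets on the control level in the other 30 arrays, multiplied by the control level difference of -1.06, give a median predicted to observed ratio of 1.015 (0.591 to 1.59), so an array-wide hybridization axis fits. The same test with the erythroid mean, over 3866 probe sets outside that list, gives 0.873 (0.563 to 1.13), so a lower share of erythroid RNA fits as well. Whether a tPA effect is shared with the MCAO groups cannot be told, with a correlation of -0.153 across probe sets (-0.53 to 0.35 when rats are drawn again), nor whether 1 array decides the count, with 1767 of 3884 probe sets left at the lowest. These arrays alone cannot separate the hybridization axis from the erythroid share, because the control level and the erythroid mean move together, and counts of red cell precursors in the same blood would tell them apart.

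The lower values of neutrophil genes that the paper names, with tPA in reperfused-MCAO, could reflect fewer neutrophils in the blood. The neutrophil genes outside the named ones have a median of -0.35 against -1.06 for the named genes, a ratio of 0.327. That ratio depends on the probe set that stands for Anxa1 among the named genes. The brighter Anxa1 probe set, used in the neutrophil list, had a smaller difference. With it the named median would be smaller in size and the ratio higher. Fewer neutrophils among the blood cells therefore cannot be told from a change within them. The array-wide hybridization axis is excluded, with a predicted to observed ratio of -0.0234 (-0.0737 to 0.0573). Chance is not excluded, since 27 of 100 random divisions of the 12 rats move the other neutrophil genes as far. A count of neutrophils at 24 hours would test it.

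The complete placing of rats by listed probe sets may come from choosing the probe sets on the rats that are then placed. This explanation fits: other divisions of the 12 rats with probe sets of their own place 12 of 12 correctly in 95 of 99 cases in reperfused-MCAO and in 86 of 99 in permanent-MCAO.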
